# The NF-YC–RGL2 module integrates GA and ABA signalling to regulate seed germination in *Arabidopsis*

**DOI:** 10.1038/ncomms12768

**Published:** 2016-09-14

**Authors:** Xu Liu, Pengwei Hu, Mingkun Huang, Yang Tang, Yuge Li, Ling Li, Xingliang Hou

## Abstract

The antagonistic crosstalk between gibberellic acid (GA) and abscisic acid (ABA) plays a pivotal role in the modulation of seed germination. However, the molecular mechanism of such phytohormone interaction remains largely elusive. Here we show that three *Arabidopsis* NUCLEAR FACTOR-Y C (NF-YC) homologues NF-YC3, NF-YC4 and NF-YC9 redundantly modulate GA- and ABA-mediated seed germination. These NF-YCs interact with the DELLA protein RGL2, a key repressor of GA signalling. The NF-YC–RGL2 module targets *ABI5*, a gene encoding a core component of ABA signalling, via specific CCAAT elements and collectively regulates a set of GA- and ABA-responsive genes, thus controlling germination. These results suggest that the NF-YC–RGL2–ABI5 module integrates GA and ABA signalling pathways during seed germination.

## Abstract (web summary)

Crosstalk between gibberellic acid (GA) and abscisic acid (ABA) regulates seed germination. Here the authors show that NF-YC transcription factors can interact with the RGL2 DELLA protein to regulate expression of *ABI5* and therefore modulate ABA- and GA-responsive gene expression.

Seed germination is an essential developmental process in the life cycle of higher plants. Plants start with the release of seeds dormancy and launch of germination when the circumstance is favourable for growth, and subsequently, the seedling is established and developing, which serves as the basis for species propagation and agricultural production^1^,^2^. Germination includes a series of sophisticated biochemical reactions tightly regulated by environmental and intrinsic cues such as light irradiation, temperature, water uptake and change of endogenous phytohormone levels, which compose the necessary events to trigger specific signalling for the transition from embryonic to vegetative development^1^,^3^.

Germination process is principally controlled by the phytohormone balance of gibberellic acid (GA) and abscisic acid (ABA), which have antagonistic effects on this vital developmental phase^4^,^5^. GA is one of most important phytohormones that coordinates with a cascade of molecular signalling regulation to promote seed germination^6^. The essential role of GA on germination initiation is best illustrated by previous reports that GA-deficient mutant *ga1* fails to germinate without exogenous GA^7^,^8^. Conversely, ABA counteracts the effect of GA during seed germination by inhibiting water uptake and endosperm rupture rather than testa rupture^9^,^10^. Identification of the ABA-related mutants in *Arabidopsis* has also provided important evidences to reveal the effect of ABA on GA-mediated seed germination. For example, the ABA synthesis-defective mutants *aba1* and *aba2* are able to rescue the non-germinating phenotype of *ga1* (refs 11, 12, 13), supporting the antagonistic roles of ABA and GA during seed germination process.

DELLA proteins serve as the key repressors in GA signalling pathway to modulate plant growth and development. In *Arabidopsis*, five DELLA family members, GA-INSENSITIVE (GAI), REPRESSOR OF *ga1-3* (RGA), RGA-LIKE 1 (RGL1), RGL2 and RGL3, share the conserved DELLA motif and display redundant and distinct roles under the control of GA receptor-mediated degradation^14^,^15^,^16^,^17^,^18^. Among them, RGL2 has been considered as the major negative regulator in the light-dependent seed germination since loss of function of *RGL2* is sufficient to suppress the non-germinating phenotype of the *ga1* mutant^16^,^19^,^20^. In addition, several studies revealed that a bZIP transcriptional factor ABA INSENSITIVE 5 (ABI5), the central ABA signalling component which directly regulates the late embryonic and abundant (LEA) genes including *EM1* and *EM6*, might serve as the final downstream repressor of seed germination in the counterbalance of ABA and GA signals^21^,^22^,^23^. When GA levels are low, the accumulation of RGL2 leads to an increase in endogenous ABA levels by activating the expression of *XERICO* gene that encodes an unknown RING-H2 zinc finger protein involved in ABA synthesis, in turn elevates ABI5 transcription and protein levels, thus inhibiting seed germination^23^,^24^,^25^. Although studies have suggested a significant crosstalk of GA and ABA signalling during seed germination, the detailed mechanism of antagonism between these two phytohormones by which the plants precisely modulate germination remains elusive.

The NUCLEAR FACTORY C proteins (NF-YCs), are structurally characterized by a histone-fold domain (HFD) and closely related to the core histone H2A, functionally act as one subunit of the NF-Y heterotrimer transcriptional factor that specifically recognizes the CCAAT-box in eukaryotes^26^,^27^. In plants, NF-YCs function as important participants in various developmental and stress responses including flowering control^28^,^29^,^30^ and abiotic stress resistance^31^,^32^,^33^,^34^. Recently, studies demonstrated that NF-YCs are also involved in the regulation of phytohormone response^35^,^36^. The diverse roles of NF-YCs, together with those of another two NF-Y subunits NF-YA and NF-YB, imply the widely flexible formation of NF-Y complex that are spatially and temporally regulated by various developmental and growth conditions^27^,^37^.

In this study, we showed that three NF-YC homologues NF-YC3, NF-YC4 and NF-YC9 are engaged redundantly in the suppression of GA-mediated seed germination through directly interacting with the DELLA protein RGL2, a major GA signalling repressor in germination. Further genome-wide transcriptome analysis reveals that the NF-YC–RGL2 module integrates GA and ABA signalling to converge at a set of GA- and ABA-responsive genes. Notably, NF-YCs and RGL2 were showed to directly regulate *ABI5* gene expression regardless of ABA synthesis via recognizing two specific CCAAT elements in the *ABI5* promoter. Consistently, the ABA-mediated germination inhibition is attenuated in the null mutants of *NF-YCs* and *RGL2*, suggesting that NF-YC and RGL2 are required for ABA-mediated seed germination. These findings establish that NF-YCs, together with DELLAs, act as the critical joint modulators to synergistically mediate the antagonism of GA and ABA, providing a new insight into understanding towards phytohormones fine-tuning in seed germination in plants.

## Results

### NF-YC homologues repress GA-mediated seed germination

We previously revealed that NF-Y complex regulates flowering time under GA pathway^36^. As GA-mediated molecular response is critical for seed germination, to investigate the role of *Arabidopsis NF-Y* genes in germination, we compared the germination rates of the diverse *NF-Y* mutant seeds in either the presence or absence of the GA biosynthesis inhibitor paclobutrazol (PAC), respectively. Intriguingly, *nf-yc3 nf-yc4 nf-yc9* (*nf-ycT*), the combinatorial null mutant of the closest homologues *NF-YC3*, *NF-YC4* and *NF-YC9* in *Arabidopsis* NF-YC subfamily, similar to the key GA-related germination repressor mutant *rgl2* (ref. 16), showed a strong resistance to PAC, but it has no difference in germination rate with the wild-type under mock treatment (Fig. 1a,b). By contrast, there was no significant difference in germination performance between the single or double mutants of *NF-YC3*/*4*/*9* and the wild type (Supplementary Fig. 1a,b). These results suggest redundant roles of *NF-YC3*, *NF-YC4* and *NF-YC9* in repression of the GA-mediated seed germination. Consistently, the seeds of *35S:NF-YC3* and *35S:NF-YC9* exhibited lower germination rates than the wild type in the presence of a low concentration (0.5 μM) of PAC (Supplementary Fig. 1c,d). The analysis of gradient PAC concentrations further confirmed that *35S:NF-YC9* was hypersensitive, and *nf-ycT* showed reduced sensitivity to PAC, in comparison with the wild type (Fig. 1c). Given that stratification increases *Arabidopsis* seeds sensitivity to GA during germination^38^, we also examined germination phenotype of *nf-ycT* mutant in the absence of stratification. Similar to those with stratification, *nf-ycT* seeds showed significant resistance to PAC as *rgl2* under non-stratification conditions (Supplementary Fig. 2). These results indicated that NF-YC homologues negatively regulate GA-mediated seed germination.

Previous studies have shown that the GA-deficient mutant *ga1* fails to germinate, which can be sufficiently recovered by exogenous GA or loss of function of *RGL2* (refs 7, 16). Considering that the similar observations on the *nf-ycT* and *rgl2* mutants, and as a P450 enzyme inhibitor, PAC might have undesirable effect on other metabolic pathways including potentially increasing ABA levels through inhibition of ABA catabolism^39^,^40^, we thus examined whether NF-YCs could also affect *ga1* germination as RGL2. Consistent with previous report^41^, different concentrations of GA gradually increased the germination rate of *ga1*. *nf-ycT* significantly increased GA responsiveness in *ga1*, whereas overexpression of *NF-YC9* decreased that in *ga1* (Fig. 1d). Further observations showed that, besides of *nf-ycT*, the *NF-YC* double mutants also partially rescued *ga1* phenotype although the *nf-yc* single mutants had less effect on that (Supplementary Fig. 3a,b). Combined with that *NF-YC3*, *NF-YC4* and *NF-YC9* genes expressed in germinating seeds (Supplementary Fig. 4), these results support that *Arabidopsis* NF-YC3, NF-YC4 and NF-YC9 redundantly function as negative regulators in GA-mediated seed germination.

### NF-YCs interact with RGL2

The analogous genetic roles of NF-YCs and RGL2 prompted us to investigate whether NF-YCs functionally associate with RGL2 to regulate seed germination. We first found that AD-RGL2 interacted with BD-NF-YC3, BD-NF-YC4 and BD-NF-YC9 in yeast, respectively (Fig. 2a). Glutathione S-transferase (GST) pull-down assays showed that each His-NF-YC was precipitated by GST-RGL2 but not by GST alone (Fig. 2b), indicating the physical interaction between RGL2 and NF-YCs *in vitro*. Because NF-YC9-3FLAG fully rescued the PAC reduced-sensitivity phenotype of *nf-yc9* and *nf-ycT* (Supplementary Fig. 5), we thus focused NF-YC9 as representative of NF-YC homologues for further investigation.

To identify whether the functional domains are required for the NF-YC and RGL2 interaction, the various truncated versions of RGL2 and NF-YC9 were used in yeast two-hybrid assays (Fig. 2c). The results showed that deletion of the GRAS domain^42^ (RGL2ΔG) prevented RGL2 binding to NF-YC9, whereas deletion of the RGL2 amino-terminal (RGL2ΔD) which excluded the entire DELLA domain did not affect the interaction between RGL2 and NF-YC9 (Fig. 2c). On the other hand, RGL2 interacted with full length of NF-YC9 and deletion of the amino-terminal (NF-YC9ΔN) but not with the HFD^26^ and the amino-terminal fragment (NF-YC9N) of NF-YC9 (Fig. 2c), indicating the carboxy-terminal fragment of NF-YC9 is necessary for interacting with RGL2 at least, although it alone revealed a self-activation in yeast. Therefore, these results suggest that the GRAS domain of RGL2 and carboxy-terminal of NF-YC9 contribute to interaction between RGL2 and NF-YC9, and may be indispensible components in potential biological function of this heterodimer.

We next performed bimolecular fluorescence complementation (BiFC) analysis to examine the interaction between NF-YC9 and RGL2 in plants. The results showed that the interaction fluorescence of NF-YC9-nEYFP with RGL2-cEYFP existed in the cell nuclei, but no YFP signal was detected in the negative control (Fig. 2d). To perform co-immunoprecipitation assay, we further created *nf-yc9 rgl2 pNF-YC9:NF-YC9-3FLAG pRGL2:RGL2-6HA* homozygous lines in which NF-YC9-3FLAG expressed at comparable levels in the germinating seeds with mock and PAC treatment, whereas RGL2-6HA was only detected in those with PAC (Supplementary Fig. 6). Both NF-YC9 and RGL2 fusion proteins retained the biological function in seeds as they are able to rescue the PAC reduced-sensitivity phenotype of mutants (Supplementary Fig. 5). The co-immunoprecipitation results of PAC-treated *nf-yc9 rgl2 pNF-YC9:NF-YC9-3FLAG pRGL2:RGL2-6HA* seeds further confirmed the *in vivo* binding of NF-YC9 to RGL2 (Fig. 2e). Taken together, these data consistently support the direct interactions between the three NF-YC homologues and RGL2 proteins.

Among DELLAs, RGL2 has been reported as the predominant repressor, and RGA, GAI and RGL1 play minor roles in GA-mediated seed germination in *Arabidopsis* L*er* ecotype^16^,^19^. Our observations confirmed that the non-germinating phenotype of *ga1* was also partially suppressed by loss of *RGA* function or completely rescued by the *rga rgl2* double mutant in *Arabidopsis* Col ecotype (Supplementary Fig. 7a). Consistent with this, like RGL2, RGA was shown to interact with NF-YC3, NF-YC4 and NF-YC9 in yeast, respectively (Supplementary Fig. 7b), which implies widespread interactions between NF-YCs and DELLAs.

### NF-YCs and RGL2 interdependently regulate seed germination

The interaction between NF-YCs and RGL2 in plants suggests that these proteins may function together to regulate seed germination. To verify this hypothesis, we created various combinatorial genetic backgrounds of *NF-YC* and *RGL2* by intercrossing. Investigations of germination rate showed that *rgl2* fully suppressed the hypersensitivity of *35S:NF-YC9* to PAC (Fig. 3a,b). Consistently, although *35S:NF-YC9* enhanced the germination inhibition of *ga1* at low GA condition (0.01–1 μM), it did not suppress *ga1* germination at higher GA level (10 μM GA; Fig. 1d). In addition, *35S:NF-YC9* also rarely affected germination of seeds grown in normal condition (Fig. 3). Since RGL2 proteins are highly accumulated in *ga1* or under PAC treatment (Supplementary Fig. 6) and degraded in response to GA by the SCF^SLY1^ complex^23^, these observations indicate that NF-YC function on germination inhibition requires RGL2. On the contrary, similar to *rgl2*, the *nf-yc* mutants promote the germination of *ga1* or PAC-treated seeds (Fig. 1c,d, Supplementary Fig. 3a,b), supporting that the repressive role of RGL2 in germination is also dependent on NF-YCs. Observation that *rgl2 nf-ycT* had no significant difference with *rgl2* further confirmed the interdependent roles of NF-YCs and RGL2 in germination inhibition (Fig. 3).

Further analysis demonstrated that transcriptional and protein levels of NF-YC3, NF-YC4 and NF-YC9 were rarely affected by *rgl2* under mock or PAC treatment (Supplementary Fig. 8a,c). In turn, NF-YCs also had less effect on the transcription and protein accumulation of RGL2 (Supplementary Fig. 8b,c,d). These observations demonstrate that NF-YCs and RGL2 do not regulate each other in the mRNA or protein levels. Together, above data corroborate that NF-YCs and RGL2 interdependently repress seed germination via protein interactions.

### NF-YCs and RGL2 coregulate a set of downstream genes

To understand how the NF-YC–RGL2 complex functions in repressing seed germination, a genome-wide transcriptomic analysis was carried out using germinating seeds of *rgl2*, *nf-ycT* and the wild type (Col) with PAC and Col with mock treatment (Supplementary Data 1). 

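Germinating seeds of the wild type (Col), nf-ycT and rgl2 were collected after 12 h on medium with 5 µM PAC, and Col seeds also after a mock treatment with 0.01% ethanol, and each of these conditions had 3 replicates. PAC (paclobutrazol) inhibits GA biosynthesis, and nf-ycT is the triple mutant of NF-YC3, NF-YC4 and NF-YC9. Sequencing gave between 6554573 and 7258185 clean tags per library, with medians of 7080499 for Col_Mock, 6723065 for Col_PAC, 6828077 for nf-ycT_PAC and 6936451 for rgl2_PAC. At this depth, 3 tags corresponded to between 0.413 and 0.458 TPM, the authors' unit of tags scaled to the clean tags of the library. The authors deposited 9 lists of genes, each comparing 1 library with 1 library of the same replicate number. Each list gives the log2 ratio of the TPM values, in which a count of 0 was replaced by 0.01 TPM, and an FDR for each gene. The lists of replicates 1 and 2 also give the number of tags counted on each transcript model in both libraries, whereas those of replicate 3 give no counts. The column names of replicate 2 read 24 h, while the sample labels and the paper's methods give 12 h for all libraries. A gene was called differentially expressed when its fold change was above 1.5 and its FDR under 0.05, in the same direction, in each of the 3 same-numbered pairs. A gene missing from a list counted as not called in that pair. As the lists were filtered before deposition, a missing gene has no value rather than a value of 0.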

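The mutated genes were examined first, by tags in the libraries of replicates 1 and 2 and by the deposited ratio in replicate 3, for which no counts per library are given. RGL2 (AT3G03450, chromosome 3 from 819337 to 821652 of TAIR10.1, minus strand, 1 exon) had 2247 and 411 tags in Col_Mock replicates 1 and 2, 1714 and 1680 in Col_PAC, 2813 and 1064 in nf-ycT_PAC, and 109 and 87 in rgl2_PAC. Its log2 ratio in rgl2_PAC versus Col_PAC was -3.98, -4.31 and -2.70 in pairs 1, 2 and 3 (mean -3.66 ± 0.85, SD, n = 3 pairs). In nf-ycT_PAC versus Col_PAC the log2 ratio of RGL2 was 0.74 in pair 1 and -0.68 in pair 2, and RGL2 was not listed in pair 3. NF-YC3 (AT1G54830) was in none of the 9 lists. NF-YC4 (AT5G63470) had 2 tags in Col_PAC and 0 in nf-ycT_PAC in replicate 1 (FDR 0.337), and apart from that was listed only in Col_PAC versus Col_Mock of replicate 3, with a log2 ratio of -6.38 (FDR 0.0426), a ratio to the 0.01 TPM written for a count of 0. NF-YC9 (AT1G08970) was listed once, with 0 tags in Col_PAC and 4 in nf-ycT_PAC in replicate 1 (FDR 0.105). With so few tags, a change of NF-YC4 and NF-YC9 transcripts in nf-ycT was not detectable in this replicate, and for NF-YC3 the lists give no value in any library.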

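Applied to single pairs, the criteria were met by 5630, 7465 and 5312 genes in Col_PAC versus Col_Mock of replicates 1, 2 and 3. The corresponding numbers were 5842, 5176 and 3436 genes in nf-ycT_PAC versus Col_PAC, and 1545, 3721 and 2253 genes in rgl2_PAC versus Col_PAC. In Col_PAC versus Col_Mock, 1968 genes met the criteria in all 3 pairs, of which 1316 (66.9%) changed in the same direction in every pair, 608 up and 708 down. In nf-ycT_PAC versus Col_PAC, 1343 genes met them in all 3 pairs and 773 (57.6%) changed in the same direction, 341 up and 432 down. In rgl2_PAC versus Col_PAC these numbers were 612 and 562 (91.8%), with 288 up and 274 down. The 1316, 773 and 562 genes are the PAC-, NF-YC- and RGL2-regulated genes here. In numbers of genes, the criteria required in at least 2 of the 3 pairs moved the sets most, to 4353, 2162 and 1152 genes. A fold change above 2 gave 769, 270 and 130 genes.

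**Figure D1:**
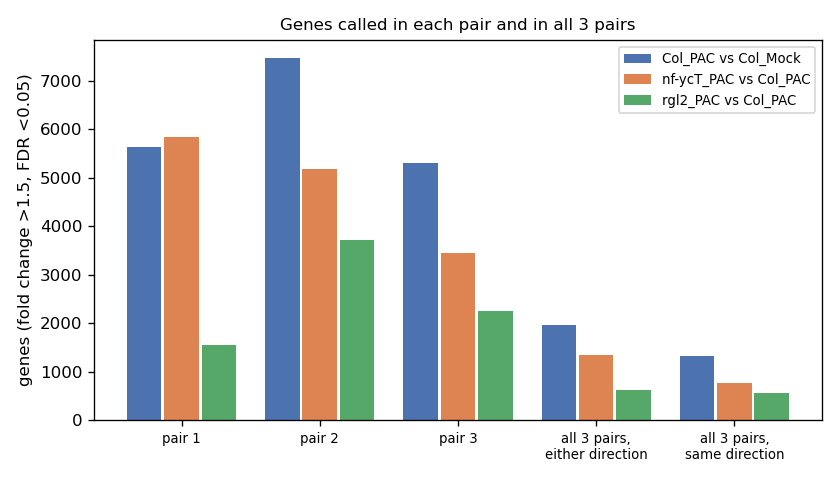
Number of genes with a fold change above 1.5 and an FDR under 0.05 (y axis) in each same-numbered pair, in all 3 pairs in either direction, and in all 3 pairs in the same direction (x axis); bars of different colours stand for the 3 comparisons, and each bar is a single count without an error. From either direction to the same direction, the counts go from 1968 to 1316 in Col_PAC versus Col_Mock, from 1343 to 773 in nf-ycT_PAC versus Col_PAC and from 612 to 562 in rgl2_PAC versus Col_PAC.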

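In replicates 1 and 2, the deposited FDR compares 1 library with 1 library and holds no variation between replicates. For replicate 3 it could not be recomputed, and it did not always follow the size of the change over the same Col_PAC library. There AT1G54870 had a log2 ratio of -1.32 (FDR 0.0163) in nf-ycT and -0.74 (FDR 1.64e-117) in rgl2. EM1 had -1.70 (FDR 0.0200) and -1.17 (FDR 1.30e-42). The calls use these FDR values as deposited. The tag counts of replicates 1 and 2 were also tested with edgeR's quasi-likelihood test over the genes listed in all 3 pairs. Without a replicate block, 192 of 2879 genes had an adjusted p under 0.05 in Col_PAC versus Col_Mock, 97 up and 95 down. In nf-ycT_PAC versus Col_PAC the number was 0 of 1839 genes, with 323 genes at an unadjusted p under 0.05, and in rgl2_PAC versus Col_PAC it was 2 of 975 genes, with 257 at an unadjusted p under 0.05. With the replicate number as a block, the numbers were 405, 0 and 136 genes. In nf-ycT_PAC versus Col_PAC, 219 genes then had an unadjusted p under 0.05. With the numbers of replicates 1 and 2 crossed, added after seeing the data, the block gave 0, 0 and 9 genes. The genes tested had been selected by the authors' filter within the same-numbered pairs, which may favour the block as numbered. The pairing of libraries by number is taken from the sample labels and the paper's supplementary lists. The difference between replicates 1 and 2 in 1 condition was compared, across genes, with that in the other condition. Over the genes listed in all 3 pairs, r was 0.109 in Col_PAC versus Col_Mock, -0.0668 in nf-ycT_PAC versus Col_PAC and 0.561 in rgl2_PAC versus Col_PAC. Over all genes listed in replicates 1 and 2, r was 0.0659, -0.254 and 0.280 in the same order. Genes are not independent replicates. The setting that moved the test in nf-ycT_PAC versus Col_PAC most was DESeq2 with its own size factors, which gave 91 genes.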

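The PAC-regulated genes with the largest mean log2 ratio were AT3G53040, encoding a putative late embryogenesis abundant protein (4.96 ± 2.09, SD, n = 3 pairs), AT1G54870 (4.90 ± 1.64) and NADP-ME1 (4.87 ± 1.15). LATE (-7.21 ± 2.92), AGP21 (-6.43 ± 1.94) and LTL1 (-6.39 ± 3.63) were at the other end. Among the NF-YC-regulated genes, LATE (4.15 ± 2.09), GASA4 (4.11 ± 0.68) and AT5G58900 (4.08 ± 2.79) had the largest increase, and ATPXG2 (-3.39 ± 2.24), BGLU19 (-3.35 ± 0.31) and AT1G15560 (-3.30 ± 0.17) the largest decrease. Among the RGL2-regulated genes, AT1G61260 (2.76 ± 0.96), CLO4 (2.71 ± 0.18) and ENODL9 (2.65 ± 0.64) rose most, and RGL2 itself (-3.66 ± 0.85), HEI10 (-3.20 ± 0.58) and AT5G24915 (-3.12 ± 0.81) fell most. These genes were chosen among those with tags in both libraries of pairs 1 and 2, and counts of 0 in pair 3 are not visible in the lists. A ratio to the 0.01 TPM written for a count of 0 is a whole number, as TPM values have 2 decimals. In pair 3 this was so for 6 of the 18 genes, LATE, AGP21 and LTL1 with PAC and LATE, GASA4 and AT5G58900 in nf-ycT, so that the size of their pair 3 ratio, and with it their mean, depends on the value written for 0. All 18 mean ratios exceeded the SD of their 3 pairs, which the choice of genes with a large mean and a single direction favours. LATE, LTL1, ATPXG2, AT1G15560, AT1G61260, CLO4, ENODL9 and AT5G24915 had 3 tags or fewer in a library with counts, so their ratios are imprecise. Of the genes named for the mutant comparisons, RGL2 in rgl2 alone had an adjusted p under 0.05 in edgeR without a block (0.0302).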

On the basis of the criteria of 1.5-fold cutoff for the genes with 5% false discovery rate, we first identified 1,326, 906 and 632 differentially expressed genes in Col_PAC versus Col_mock, *nf-ycT*_PAC versus Col_PAC, and *rgl2*_PAC versus Col_PAC subsets, which are referred to as PAC-, NF-YC- and RGL2-regulated genes (Fig. 4a, Supplementary Data 2). To define whether the PAC-regulated genes respond to GA, we executed a comparative analysis of the PAC-regulated genes profile with a previous microarray data in which the GA-regulated transcripts were identified from L*er* wild-type versus *ga1-3* germinating seeds^43^,^44^, and it showed a high overlap (44.6%) between these two independent data sets despite the different ecotypes and growth conditions used (Supplementary Data 2). 

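Of the 562 RGL2-regulated genes, 370 (65.8%, Wilson 95% interval 61.8 to 69.6) were also PAC-regulated, and all 370 changed in opposite directions in rgl2_PAC versus Col_PAC and in Col_PAC versus Col_Mock. A change in opposite directions in these comparisons corresponds to regulation of a gene by PAC and RGL2 in an identical pattern in the paper's terms. Of the 773 NF-YC-regulated genes, 326 (42.2%, interval 38.7 to 45.7) were also PAC-regulated, 322 of them in opposite directions and 4 in the same direction. RGL2- and NF-YC-regulated genes shared 139 genes, 24.7% of the RGL2-regulated genes (interval 21.3 to 28.5), of which 136 changed in the same direction in both mutants and 3 in opposite directions. These intervals cover the sampling of genes only. At a fold change above 2, the overlaps were 84, 103 and 25 genes.

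Both mutant comparisons and the PAC comparison of a replicate use the same Col_PAC library, so an error in that library moves them together. Within the same replicate number, 75.8% of the genes called in both nf-ycT_PAC versus Col_PAC and Col_PAC versus Col_Mock changed in opposite directions (mean of 3 combinations of pairs). With different replicate numbers, which share no library, the mean was 65.4%, with a range from 37.0 to 89.2% over 6 combinations. For rgl2_PAC versus Col_PAC the corresponding means were 85.9% and 78.8% (range 58.9 to 90.6%). For the same direction in nf-ycT and rgl2, the means were 84.0% with the same and 63.1% with different replicate numbers (range 17.7 to 88.1%).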

Venn diagrams demonstrated that ∼70% (444/632) of RGL2-regulated genes and ∼41% (374/906) of NF-YC-regulated genes were also regulated by PAC mostly in an identical pattern, respectively, while ∼28% (174/632) of RGL2-regulated genes were similarly regulated by NF-YCs (Supplementary Fig. 9a), implying the high correlation of regulation between RGL2 and NF-YCs. 

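The 3 sets of regulated genes had 119 genes in common. PAC alone regulated 739 genes, NF-YC alone 427 and RGL2 alone 172. At a fold change above 2, 19 genes remained in common, and with replicate 1 left out the number was 241. All 119 genes are in the list of coregulated genes in Supplementary Data 3, which holds 142 genes in the paper's count. Of the other 23 genes of that list, SOM, ABI5, EXP3, EXP9, XTH5, TZF5, EM1 and EM6 are named in the paper. Each of the 23 genes failed the criteria, was not listed, or changed in the other direction in at least 1 pair of the deposited lists.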

Total 142 overlapped genes were coregulated by PAC, NF-YC and RGL2, which are considered as target genes involving in NF-YC- and RGL2-mediated seed germination (Supplementary Data 3). 

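Of the 119 coregulated genes, 71 (59.7%) rose with PAC and fell in both mutants, which the paper calls co-upregulated, and 46 (38.7%) fell with PAC and rose in both mutants, which it calls co-downregulated. The remaining 2 genes (1.68%) had another pattern. HAT3 (AT3G60390, chromosome 3 from 22320580 to 22322661), encoding a homeobox-leucine zipper protein, changed by -1.01 ± 0.41 on the log2 scale with PAC, by -0.78 ± 0.15 in nf-ycT and by 0.71 ± 0.15 in rgl2 (SD, n = 3 pairs each). Its opposite directions in the mutants did not hold in every pair once each pair was centred on its median ratio, which in the filtered lists also moves with the numbers of genes up and down. AT5G45650 (chromosome 5 from 18513127 to 18518972), encoding a subtilase family protein, changed by -1.40 ± 1.00 with PAC, by -1.14 ± 0.35 in nf-ycT and by 1.16 ± 0.25 in rgl2. When the 3 comparisons were taken from pairs that share a Col_PAC library, a mean of 76.4% of the genes called in them were co-upregulated or co-downregulated. Where the 3 comparisons had 3 different replicate numbers, the mean was 57.4% (range 26.1 to 85.6% over 6 combinations).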

Strikingly, most of these coregulated genes were regulated by NF-YC, RGL2 and PAC in the same direction, and only three genes (2%) were differentially regulated (Fig. 4b, Supplementary Fig. 9b, Supplementary Data 3). Further gene ontology (GO) analysis revealed that these genes were primarily enriched in seed germination, response to hormone stimulus, cell wall modification, transferase activity, transport and other metabolic process (Supplementary Data 3). 

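The terms that Supplementary Data 3 attaches to the coregulated genes were counted by locus. Of the 117 co-upregulated and co-downregulated genes, 82 (70.1%) carried at least 1 term and 35 carried none. A term containing the word seed, taken here for seed germination, was found in 32.5% of the 117 genes, a term containing cell wall in 11.1% and a term of response to ABA in 5.13%. As less than 80% of the co-upregulated (67.6%) and of the co-downregulated genes (73.9%) carried a term, the comparison of terms is void as a check of what all these genes do, and the shares and tests describe the attached terms only. The 3 terms were compared between co-upregulated and co-downregulated genes with a two-sided Fisher's exact test, and p-values were adjusted over these 3 tests by the Benjamini-Hochberg method. No background of all genes that could have met the criteria carries terms in Supplementary Data 3, so enrichment against the genome was not tested.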

Interestingly, in the top three GO annotations, more co-upregulated genes were involved in response to ABA (12.2%), whereas lesser of them in cell wall modification (1.2%). 

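Response to ABA was attached to 6 of the 71 co-upregulated genes (8.45%), namely AIP1, MFT, AT1G54870, PLANTACYANIN, AT2G05580 and FER2, and to 0 of the 46 co-downregulated genes (Fisher's exact test, p = 0.0799, adjusted p = 0.0799). The gene lists of Supplementary Data 3 in place of the genes called from the deposited lists moved the result most, to 11 of 82 co-upregulated genes (13.4%) against 0 of 57 (Fisher's exact test, p = 0.00284). A cell wall term was attached to 1 co-upregulated gene (1.41%), AT1G21680.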

The co-downregulated genes were remarkably enriched in cell wall-related process (28.1%) and none of them in response to ABA (0%). By contrast, the two subsets of genes were both involved in GA-mediated seed germination (32.9 and 19.3%, respectively) (Fig. 4c). These data reveal that NF-YCs and RGL2 co-target a set of common genes in response to phytohormone signals, strongly supporting the role of NF-YC-RGL2 in seed germination regulation.

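Cell wall terms were attached to 12 of the 46 co-downregulated genes (26.1%), against the 1 of 71 co-upregulated genes (Fisher's exact test, p = 4.63e-05, adjusted p = 0.000139). The 12 genes were PMEPCRA, AT1G29090, SKS6, FTM1, CED1, BGLU22, XYL1, GAE6, XTH31 (listed as XTR8), AT3G52470, AT4G16140 and AT4G30190. With only terms in which a further word follows cell wall, or which name the plant-type cell wall, the shares were 4.35% and 1.41% (Fisher's exact test, p = 0.561).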

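Terms of seed germination were attached to 29 of the 71 co-upregulated genes (40.8%) and to 9 of the 46 co-downregulated genes (19.6%; Fisher's exact test, p = 0.0255, adjusted p = 0.0382). With only terms that contain seed germination, the shares were 31.0% and 19.6% (Fisher's exact test, p = 0.202).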

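Over the 117 co-upregulated and co-downregulated genes, the change in a mutant was also expressed as a percentage of the change with PAC, with the opposite sign. The median was 53.1% in nf-ycT (quartiles 44.8 to 62.9%), with medians of 62.5, 57.3 and 37.0% in pairs 1, 2 and 3. In rgl2 the median was 38.8% (quartiles 31.3 to 49.4%), with 41.9, 37.4 and 35.4% in the 3 pairs. The genes were chosen for opposite directions, so positive percentages follow from the choice. They also had to pass the fold change criterion in every mutant pair, and both ratios of a pair use the same Col_PAC library. Both can raise the percentages, so their size is no measure of how far the mutations counteract PAC. From the overlap of the 3 sets, the common direction of most coregulated genes and the terms attached to them, the paper concludes that NF-YCs and RGL2 co-target a set of common genes in response to phytohormone signals, and it takes this as evidence for the role of NF-YC-RGL2 in seed germination.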

Further quantitative PCR with reverse transcription (RT–PCR) analysis was performed to confirm the regulation of NF-YC–RGL2 on several selected downstream genes. Consistent with the transcriptomic analysis, PAC dramatically induced the expression of ABA responsive genes *ABI5*, *TZF5* and *MFT*, and repressed that of cell wall-related genes *EXP3*, *EXP9*, *XTH5* and *XTH31*, respectively, in the wild-type germinating seeds, whereas these PAC-triggered expression changes were compromised by *nf-yc* and *rgl2*. By contrast, these selected genes have largely comparable expression in different genetic backgrounds when grown in normal condition (Fig. 4d). Furthermore, the effect of GA on expression of NF-YC–RGL2 downstream was analysed in various genetic backgrounds. 

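In the transcriptome, ABI5 (AT2G36270) rose with PAC by 2.50 ± 0.52 on the log2 scale (SD, n = 3 pairs; edgeR adjusted p = 0.0452). TZF5 (AT5G44260) rose by 2.04 ± 1.18 and MFT (AT1G18100) by 4.78 ± 1.52. XTH5 (AT5G13870) changed by -2.85 ± 0.34, EXP3 (AT2G37640) by -1.30 ± 0.50 and XTH31 (AT3G44990) by -4.89 ± 3.34. EXP9 (AT5G02260) was listed in pairs 1 and 3 only, with log2 ratios of -1.47 and -2.56, and was not tested with edgeR. The adjusted p from edgeR without a block was 0.0244 for MFT, 0.0492 for XTH31, 0.0505 for XTH5, 0.0755 for TZF5 and 0.188 for EXP3, and with the replicate block EXP3 alone did not pass (adjusted p = 0.263). The criteria were thus met in all 3 pairs by 6 of the 7 genes in Col_PAC versus Col_Mock. With crossed replicate numbers, the block gave 0 of 2879 genes in this comparison, so passing with the block depended on the numbering.

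In nf-ycT_PAC versus Col_PAC, MFT changed by -1.62 ± 0.21, TZF5 by -0.94 ± 0.46 and XTH31 by 1.93 ± 1.03, and these 3 genes met the criteria. ABI5 had log2 ratios of -0.52, -1.62 and -1.26, the first below the fold change criterion. XTH5 (0.42, 1.02 and 0.90) and EXP9 (0.52, 0.80 and 1.43) were also below it in pair 1. EXP3 had log2 ratios of -0.70 in pair 1 and 0.76 in pair 3, and was not listed in pair 2.

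In rgl2_PAC versus Col_PAC, 6 of the 7 genes met the criteria. ABI5 changed by -1.06 ± 0.17, MFT by -2.37 ± 1.25, EXP3 by 1.18 ± 0.52, EXP9 by 1.30 ± 0.07, XTH5 by 1.56 ± 0.76 and XTH31 by 1.91 ± 1.12. TZF5 had log2 ratios of -0.61, -1.12 and 0.85, with pair 3 in the other direction. Of the 7 genes, MFT and XTH31 met the criteria in all 3 comparisons. The edgeR test without a replicate block gave none of the genes an adjusted p under 0.05 in either mutant comparison, and EXP3 was not tested in nf-ycT. With the replicate block, paired by the numbers in the labels, 5 of the 7 genes passed in rgl2_PAC versus Col_PAC. The genes tested had been selected for a difference within these same pairs, which may favour this test. With crossed numbers, 9 of 975 genes passed in this comparison, against 136 as numbered. The pairing correlation there was 0.561 over genes listed in all 3 pairs and 0.280 over those listed in replicates 1 and 2. For these 5 genes, the adjusted p from edgeR was 0.0418 for MFT and 0.0493 for ABI5, EXP3, EXP9 and XTH5. None passed with the block in nf-ycT_PAC versus Col_PAC.

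**Figure D2:**
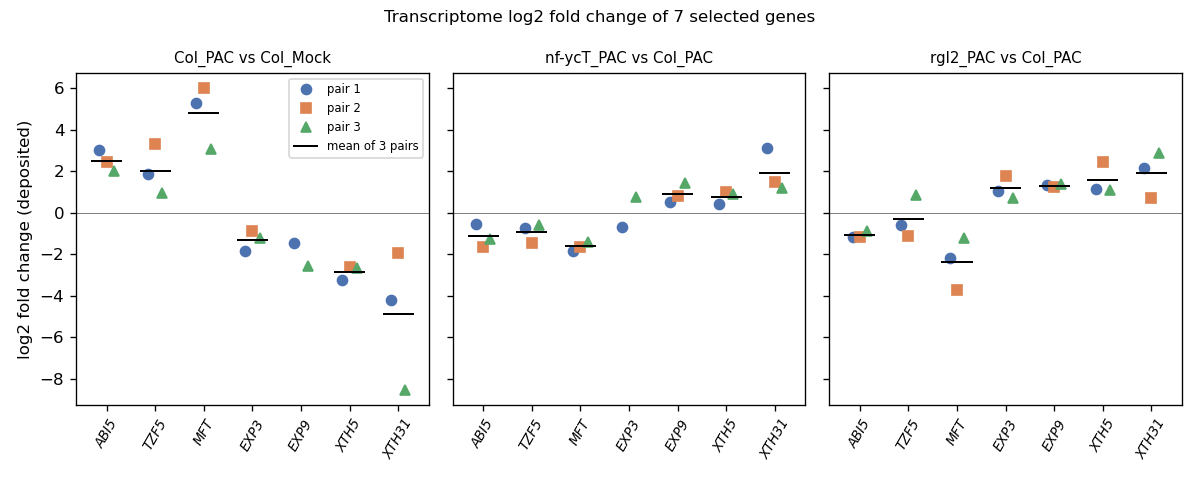
Deposited log2 ratio (y axis) of 7 selected genes (x axis) in Col_PAC versus Col_Mock, nf-ycT_PAC versus Col_PAC and rgl2_PAC versus Col_PAC (panels from left to right). Symbols stand for pairs 1, 2 and 3 and black lines for the mean where all 3 pairs list the gene; in the middle panel EXP3 lies at -0.70 in pair 1 and at 0.76 in pair 3, and in the right panel TZF5 lies at -0.61, -1.12 and 0.85.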

In the absence of GA (under PAC treatment or in *ga1* background), *35S:NF-YC9* promoted the expression of *ABI5*, *TZF5* and repressed that of *EXP9*, *XTH31*, respectively. However, the transcriptional regulation effect of NF-YCs on the selected genes was significantly compromised by loss of *RGL2* or GA application, similarly, the effect of RGL2 on the selected genes in *ga1* was also attenuated by loss of *NF-YCs* or GA application (Fig. 4e,f). These results confirm that NF-YC–RGL2 differentially regulates two subsets of genes that are involved in ABA response and GA-mediated cell wall modification, respectively, to repress seed germination. Meanwhile, it is also intriguing how this complex functions on activation and repression of its downstream. Interestingly, the chromatin immunoprecipitation (ChIP) assay showed that, rather than the direct transcriptional repression on the cell wall-related genes, NF-YC–RGL2 module might directly target ABA responsive gene *ABI5* for transcriptional activation (Supplementary Fig. 10).

### NF-YC–RGL2 activates *ABI5* by recognizing CCAAT elements

The binding of NF-YC–RGL2 to chromatin provoked us to speculate whether this complex serves as a transcriptional activator to directly regulate the *ABI5* gene. Because NF-Y was reported to specifically bind to the CCAAT-box in promoter of target genes^26^,^45^, we analysed the *ABI5* genomic DNA and chose 12 fragments (P1 to P12), which covered all six CCAAT-boxes of the *ABI5* region, for next examination (Fig. 5a). ChIP analyses of PAC*-*treated *nf-yc9 pNF-YC9:NF-YC9-3FLAG* and *rgl2 pRGL2:RGL2-6HA* seeds revealed that both NF-YC9 and RGL2 were associated with the genomic region near the adjacent fragments P7 and P8 with the highest enrichments (Fig. 5a). ChIP–reChIP analysis further verified that NF-YC9 and RGL2 co-localized to the same region of *ABI5* (Fig. 5a). Since P7 and P8 fragments contained two CCAAT elements (designated as CCAAT-2 and CCAAT-3, respectively), to examine whether these elements are involved in the NF-YC–RGL2 regulation on *ABI5* expression, we performed transient expression assays using ∼1.8 kb fragment of native or various mutated *ABI5* promoters fused to the β-glucuronidase (*GUS*) reporter gene. The effector constructs of *35S:NF-YC9* and *35S:RGL2* were individually or together transfected with reporters into *Arabidopsis* mesophyll protoplasts (Fig. 5b). Addition of RGL2 or NF-YC9 activated the expression of *ABI5*. Notably, in comparison with that expressing RGL2 alone, the higher GUS activity was detected when co-expressing NF-YC9 and RGL2 (Fig. 5b). However, when site-specific mutations (CCAAT to ACATA) were introduced into the CCAAT elements in *ABI5* promoter, the expression of *ABI5* was strikingly impaired by disruption of the CCAAT-2 or CCAAT-3 (Mut2 or Mut3) but not by Mut1 or Mut4, either each or both NF-YC9 and RGL2 existed (Fig. 5b). These results indicate that the CCAAT elements located at P7 and P8 are essential for NF-YC–RGL2-mediated activation of *ABI5*. In addition, other DELLA proteins also contribute to *ABI5* expression activation together with NF-YC9 in a variable extent (Supplementary Fig. 11). Since the different circumstances between cells of protoplasts and germinating seeds, the biological roles of these DELLAs on *ABI5* in plants still need to be further determinated.

Because no DNA binding domain is identified in DELLA proteins, to make clear how RGL2 and NF-YC9 recognize *ABI5* promoter, we performed protein–DNA affinity pull-down assay in which a heterotrimeric NF-Y, composed of NF-YC9 and two NF-Y subunits core domains from yeast (NF-YA core and NF-YB core), was used for CCAAT element binding as previously reported^46^. Interestingly, RGL2 indirectly associated with the *ABI5* promoter fragment DNA containing CCAAT-2/3 (*ABI5-2,3*), but not with the mutated *ABI5-2,3* or *ABI5* promoter fragment containing CCAAT-4 (*ABI5-4*), via interacting with NF-YA core/NF-YB core/NF-YC9 complex (Supplementary Fig. 12). However, the DNA affinity of RGL2-NF-YC9 was not detected *in vitro* (Supplementary Fig. 12), which is consistent with the previous reports that NF-YC subunit has no DNA binding ability^26^. These results indicate that RGL2, not itself, but via NF-Y complex, recognizes *ABI5* promoter region.

To further examine whether NF-YC–RGL2 regulates *ABI5* expression through the CCAAT elements during seed germination, we created *ABI5:GUS* transgenic plants and two mutated lines containing the Mut2 or Mut3 version of CCAAT elements. Among 11 transformants harbouring Mut2 (*mABI5:GUS*) with PAC treatment, 9 displayed significantly reduced GUS staining in comparison with *ABI5:GUS* seeds (data not shown). The similar results were observed in the transgenic lines harbouring Mut3 (*m3-ABI5:GUS*) (Supplementary Fig. 13a,b). These observations verified that CCAAT-2 and CCAAT-3 are critical for GA-mediated *ABI5* expression during seed germination. Furthermore, with PAC treatment, the staining of *ABI5:GUS* seeds was remarkably weaker in both *nf-ycT* and *rgl2* than that in the wild-type background, whereas there was no significant difference of GUS staining among these germinating seeds with mock treatment (Fig. 5c,d). As expected, *ABI5:GUS* but not *mABI5:GUS* seeds displayed an increased GUS staining in *35S:NF-YC9* compared with the wild-type background (Fig. 5c,d). Thus, these findings strongly support the idea that NF-YC–RGL2 module activates *ABI5* expression via binding to the specific CCAAT elements. It was noted that, although PAC resulted in increased GUS staining in the *ABI5:GUS* seeds, but it had an opposite effect on the *mABI5:GUS* seeds probably owing to other unknown regulations caused by the disruption of CCAAT element.

### *ABI5* is epistatic to *NF-YCs* and *RGL2*

Because NF-YCs and RGL2 interact to directly regulate *ABI5* expression, we wondered whether NF-YCs and RGL2 are cooperative and interdependent on such transcriptional regulation. ChIP analyses of *rgl2 nf-yc9 pNF-YC9:NF-YC9-3FLAG* and *nf-ycT rgl2 pRGL2:RGL2-6HA* showed that the absence of RGL2 significantly impaired the affinity of NF-YC9 to P7/8 fragments in *ABI5* promoter. In turn, binding of RGL2 to the same locus was attenuated by *nf-ycT* (Fig. 6a). Furthermore, GA application also weakened the DNA binding of NF-YC9 in PAC-treated seeds (Supplementary Fig. 14). The results suggest that NF-YCs and RGL2 cooperatively bind to the CCAAT elements to regulate *ABI5* transcription.

ABI5 functions as the central ABA signalling component to repress seed germination, which is epistatic to *RGL2* (ref. 23). To investigate the genetic role of *NF-YCs* in ABI5-mediated inhibition of seed germination, we created *abi5 35S:NF-YC9* combinatorial line and found that loss of *ABI5* strikingly suppressed the hypersensitivity of *35S:NF-YC9* to PAC in germinating seeds (Fig. 6b,c). Consistent with this, the expression of two ABI5 target genes *EM1* and *EM6* was decreased in *abi5 35S:NF-YC9* compared with *35S:NF-YC9* seeds (Fig. 6d). In turn, overexpression of *ABI5* remarkably rescued the PAC-reduced sensitivity of *nf-ycT* (Fig. 6b,c), and *EM1* and *EM6* genes expressed at comparable levels in *35S:ABI5* and *nf-ycT 35S:ABI5* seeds (Fig. 6d). These results, together with previous report^23^, suggest that *ABI5* act epistatic to NF-YCs and RGL2 during seed germination. We next examined the *ABI5* expression in response to immediate RGL2 activity using a steroid-inducible RGL2 (RGL2-GR) in *ga1-3 rgl2-1* background. In contrast to no change in *ga1-3 rgl2-1*, *ABI5* expression was rapidly induced by dexamethasone combined with cycloheximide in *ga1-3 rgl2-1 35S:RGL2-GR* without *de novo* protein synthesis, whereas it was compromised in *ga1-3 rgl2-1 nf-ycT 35S:RGL2-GR* (Fig. 6e), providing a further molecular evidence to support genetic relationship between NF-YC–RGL2 and *ABI5*.

Previous studies showed that GA promotes seed germination by triggering RGL2 degradation, and RGL2 indirectly regulates *ABI5* expression through stimulating ABA biosynthesis, thus inhibiting germination^23^,^47^,^48^. Here, our observations support a direct regulation of RGL2 on *ABI5*. To determine whether such regulation is ABA dependent or not, we examined the expression of *ABI5* in ABA synthesis defective mutants *aba1-5* and *aba2-1*. Interestingly, the *ABI5* expression was still induced, even though with lesser elevated extent than the wild-type, in PAC-treated *aba1* and *aba2* seeds compared with mock-treated (Fig. 6f), implying *ABI5* might be regulated by GA or RGL2 regardless of ABA biosynthesis.

### NF-YC–RGL2 functions in ABA-mediated germination inhibition

Germination process contains the rupture of the testa before the endosperm rupture. ABA suppresses seed germination mainly through inhibition of endosperm rupture rather than that of testa rupture, whereas RGL2 accumulation prevents both testa and endosperm rupture under GA deficiency^10^,^23^. We here investigated the detailed role of NF-YCs in testa and endosperm rupture. Under normal condition, the germination rates of all examined seeds were 100% at 120 HAS (Fig. 7a,b). In the presence of ABA, compared with the wild-type, *nf-ycT*, *rgl2* and *abi5* showed higher testa and endosperm rupture rates, but the *35S:NF-YC9* seeds had the lower rate on those (Fig. 7a,b). Furthermore, *35S:ABI5* dramatically attenuated or abolished the ABA insensitivity of *nf-ycT* and *rgl2*, while *abi5 35S:NF-YC9* still remained high testa and endosperm rupture rates as *abi5*. In addition, loss of *ABI5* function also significantly rescued non-germinating phenotype of *ga1* under either ABA or mock treatment (Fig. 7a,b). The results indicate that, similar to RGL2, NF-YCs repress both testa and endosperm rupture via *ABI5* in ABA-mediated seed germination.

To further determine the regulatory effect of NF-YC–RGL2 module on ABA-mediated seed germination, we examined the transcriptional level of several representative NF-YC–RGL2 coregulated genes in different seeds under ABA treatment. As expected, all selected genes in the ABA-treated seeds of *nf-ycT*, *rgl2* and *35S:NF-YC9* were expressed in similar regulatory patterns with those under PAC treatment (Fig. 7c, Fig. 4d,e, Supplementary Fig. 15). These results collectively support the conclusion that NF-YC–RGL2 module integrates ABA and GA signalling to regulate seed germination.

## Discussion

Numerous genetic and physiological studies have documented the antagonistic roles of GA and ABA, which are essential for seeds to determine whether germination starts or not. DELLA protein RGL2, the main GA signalling repressor in germination, serves as a central modulator in such process^16^,^19^,^20^. GA-triggered degradation of DELLAs by ubiquitin–proteasome pathway or repression of DELLAs by nonproteolytic GA signalling promotes normal seeds germination^18^,^47^,^48^. Here, we demonstrate that three *Arabidopsis* NF-YC homologues interact with RGL2 protein to interdependently regulate a set of genes involved in GA-related cell wall modification and ABA response, especially *ABI5*, the gene encoding a core component of ABA signalling, thus, control seed germination (Fig. 7d). In imbibing seeds, bioactive GA is produced to decrease RGL2 accumulation, thus mediating ABI5-regulated ABA signalling and accelerating germination process. These results illustrate a hypothetic regulatory model of phytohormones crosstalk and reveal a direct molecular link of NF-YC–RGL2–ABI5 that integrates GA and ABA signalling to precisely regulate seed germination, providing new insights into understanding on how DELLAs mediate the antagonism between GA and ABA via a direct signalling modulation.

Consistent with antagonistic roles of GA and ABA in germination, GA synthesis promptly ascends, while ABA content decreases, in imbibed seeds^4^,^5^. Furthermore, it has been showed that the ABA synthesis deficient mutant *aba2* seeds have higher endogenous GA levels^49^, and in turn, the ABA synthesis is enhanced in the GA-deficient mutant *ga1-3* (ref. 41). ABI5 plays a vital role in repressing the germination of nondormant seeds, and its transcriptional expression and protein activity respond to changes in ABA and GA levels. The studies have suggested that RGL2 stimulates endogenous ABA synthesis probably via XERICO, a RING-H2 factor promoting ABA accumulation in an unknown manner, thus activating *ABI5* expression^23^,^25^. However, we here reveal a direct regulation of RGL2 in *ABI5* transcription through interacting with NF-YCs. This is further corroborated by the observations that PAC induces the expression of *ABI5* even in the absence of ABA (*aba1* and *aba2* background), and immediate upregulation of *ABI5* by the inducible RGL2 does not need *de novo* protein synthesis (Fig. 6e,f), suggesting that RGL2 is able to directly regulate *ABI5* gene in an ABA-independent manner. It is also noteworthy that the PAC*-*induced *ABI5* expressions are lower in *aba1-5* and *aba2-1* than that in the wild-type (Fig. 6f). This is probably due to the decreased mRNA and protein level of RGL2 in ABA-deficient mutants^23^. Considering that the stability and activity of ABI5 protein are mostly dependent on ABA levels^23^, and changes of ABA or ABI5 level affect the sensitivity of germinating seeds to PAC^13^ (Fig. 6b,c), ABA may act as an important modulator in fine-tuning the regulation of NF-YC–RGL2–ABI5 hierarchical cascade on seed germination.

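EM1 (AT3G51810) and EM6 (AT2G40170), annotated as encoding stress induced proteins, rose with PAC by 4.19 ± 0.64 and 3.39 ± 0.55 on the log2 scale (SD, n = 3 pairs). In rgl2_PAC versus Col_PAC they changed by -1.63 ± 0.44 and -0.74 ± 0.09 and met the criteria in all 3 pairs. In nf-ycT_PAC versus Col_PAC neither gene met them. EM1 had log2 ratios of 0.51, -0.70 and -1.70 there, so its direction depended on the pair, and EM6 had -1.39 in pair 1 and 1.39 in pair 3 and was not listed in pair 2. With the 7 genes of Fig. 4d and SOM included, the criteria were met by 9 of 10 genes in Col_PAC versus Col_Mock, by 3 in nf-ycT_PAC versus Col_PAC and by 8 in rgl2_PAC versus Col_PAC.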

The transcriptomic analysis reveals that the RGL2–NF-YC modulates two subsets of different downstreams including ABA responsive and cell wall-related genes in germination. It is noteworthy that in addition to the main effect in blocking GA biosynthesis, PAC used in this analysis might cause an undesirable increase of ABA levels by interfering in ABA catabolism^39^. A comparative analysis of the PAC-regulated genes with a previously identified GA-regulated expression profile^43^ exhibited high overlapping between these two independent data sets, together with the expression analysis of the selected genes, supporting that the majority of PAC-regulated genes is responsive to GA. 

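SOM (AT1G03790, chromosome 1 from 954290 to 956144) rose with PAC by 2.96 ± 0.52 on the log2 scale (SD, n = 3 pairs; edgeR adjusted p = 0.0322), from 395 to 2992 tags in replicate 1 and from 253 to 2666 in replicate 2. In nf-ycT_PAC versus Col_PAC it was listed in pairs 1 and 3, with log2 ratios of -1.20 and 0.92, and in rgl2_PAC versus Col_PAC in the same pairs, with -0.74 and -0.71. TZF5 (AT5G44260, chromosome 5 from 17829618 to 17831336) had log2 ratios of 1.85, 3.29 and 0.96 with PAC, of -0.75, -1.47 and -0.60 in nf-ycT, and of -0.61, -1.12 and 0.85 in rgl2. Both genes are annotated as encoding CCCH-type zinc finger proteins with 1 exon.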

*TZF4/SOM* and *TZF5*, encoding two functional CCCH zinc finger proteins presented in co-upregulated genes profile, repress seed germination by controlling GA and ABA responsive genes expression^50^,^51^. MFT, another co-upregulated gene product, is involved in seed germination regulation through a negative feedback loop modulating ABA signalling pathway^52^. 

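MFT (AT1G18100, chromosome 1 from 6227217 to 6230194, 4 exons) met the criteria in all 9 pairs. Its log2 ratios were 5.27, 6.00 and 3.08 with PAC, -1.83, -1.62 and -1.40 in nf-ycT, and -2.19, -3.69 and -1.22 in rgl2. It had 4 and 7 tags in Col_Mock replicates 1 and 2, 155 and 416 in Col_PAC, 43 and 137 in nf-ycT_PAC, and 34 and 33 in rgl2_PAC. In edgeR's test without a replicate block, the adjusted p was 0.0244 for PAC, 0.306 for nf-ycT and 0.161 for rgl2. With the block, the adjusted p from edgeR was 7.26e-06, 0.351 and 0.0418. With crossed replicate numbers, the block gave 0, 0 and 9 genes in these comparisons.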

We hence speculate that NF-YC–RGL2 might act as a key node to induce ABA responsive gene expression and to repress GA-related cell wall genes expression partially via activating a number of transcriptional regulators such as ABI5, TZF4/SOM, TZF5 and MFT (Fig. 4, Supplementary Data 3). The α-amylase gene encodes starch hydrolase and acts as a classic downstream gene under the antagonistic regulation between GA and ABA in cereal seeds germination^53^. In the barley aleurone, *GAMYB*, encoding a well-known GA-related transcription factor that induces the expression of α-amylase gene, is promoted by GA-triggered degradation of DELLA protein SLN1 and repressed by the ABA-induced protein kinase PKABA1 (refs 53, 54). Our transcriptomic analysis and ChIP assays did not detect the direct regulation by DELLA-NF-YC module in these genes. 

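The reference annotates 3 genes as α-amylase-like. AMY1 (AT4G25000) was in none of the 9 lists. AMY2 (AT1G76130) was listed in replicate 1 only, with a log2 ratio of 1.51 with PAC (15 and 43 tags, FDR 0.000637) and -0.27 in nf-ycT (FDR 0.488). AMY3 (AT1G69830) had log2 ratios of 1.24 and 7.84 with PAC in replicates 1 and 2, the latter from 0 to 15 tags, 1.30 in nf-ycT in replicate 1 (FDR 0.000178) and -0.80 in rgl2 in replicate 1 (FDR 0.225). None of the 3 genes met the criteria in all pairs of a comparison.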

How α-amylase encoding *AtAMYs* and *GAMYB* are regulated by GA and ABA signalling in *Arabidopsis* germinating seeds, and whether the DELLA-NF-YC module works in cereal plants, remain to be investigated in future.

As transcriptional regulators, DELLA proteins exert their function by interfering with other transcription factors rather than directly binding to their target genes^55^,^56^,^57^. However, the increasing evidences revealed that DELLAs also likely activate or repress downstream genes expression through directly targeting their promoters^25^,^44^,^58^,^59^,^60^. Our observation of *ABI5* activation by NF-YC–RGL2 further confirm this, supporting the dual role of DELLA presented in ‘the targeting model' and ‘relief of repression model' as described previously^57^,^58^. NF-YC associates with NF-YA and NF-YB subunits by the HFD domain for recognition of CCAAT element in eukaryotes^26^. Recent studies also showed the CCAAT binding of plant NF-Y heterotrimer by several combinations of NF-Y subunits *in vitro* or *in vivo*^31^,^33^,^45^,^61^. In addition, canonical CCAAT boxes were identified as important repressive transcription regulatory elements in promoters of rice *GAMYB* and *RPBF*, the genes involved in GA regulation of expression during germination of rice seeds^62^. In our observations, RGL2 interacts with the non-HFD C terminus of NF-YCs to co-locate at the CCAAT elements in *ABI5*, implying that specific NF-Y complexes might function with RGL2 together in control of seed germination. Further protein–DNA affinity pull-down assay confirms the direct binding of NF-Y–RGL2 to the *ABI5* promoter, and that RGL2 indirectly recognizes CCAAT elements via NF-Y complex. Notably, there are three G-box elements (CACGTG) contained between the two functional CCAAT sites (Fig. 5a). These G-box are bound by ABI5 itself in yeast^63^. Hence, it raises concern that RGL2 and NF-YCs probably play a role in mediating *ABI5* self-regulation.

Previous studies reported that NF-YC3, NF-YC4 and NF-YC9 redundantly function in cooperation with GA response to promote flowering, which is in turn repressed by DELLAs via protein interaction^30^,^36^. However, our results indicate that these NF-YCs together with DELLAs oppose GA response for seed germination inhibition. Because NF-Y functions as the important regulators that widely mediate plant development and environmental responses^27^, this opposite role of NF-YCs between germination and flowering processes might be caused by the spatio-temporal regulation of NF-Y complexes consisted of diverse NF-YA/B/C on different sets of target genes in various development stages. In addition, DELLAs also have distinct functions other than overlapping roles in plant development. For instance, RGL2 functions as the central repressor in GA-mediated and light-dependent germination, while RGA and GAI synergistically repress plant vegetative growth^15^,^20^,^23^. Hence, it is worthy to identify different combinations of DELLA-NF-Y(C) that function in different biological processes, such as cell expansion, tissue development and stress responses.

Taken together, we reveal a key regulatory module NF-YC–RGL2 by which GA directly intervenes in ABA signalling, and thus regulates seed germination. These findings provide novel insights into mechanism of antagonism between GA and ABA during plant development.

## Methods

### Plant materials and growth conditions

All *Arabidopsis* plants used in this study are in Col background except for *ga1-3 rgl2-1* and *ga1-3 rgl2-1 35S:RGL2-GR* in L*er* background, and *abi5-1* in Ws background. The *nf-yc3-2* (GK-051E10), *nf-yc4-1* (SALK_032163), *nf-yc9-1* (SALK_058903), *ga1* (SALK_109115), *rgl2* (SALK_124231) and *rga-28* (SALK_089146) seeds were obtained from the ‘The Arabidopsis Information Resource (TAIR, http://www.arabidopsis.org/). Transgenic lines of *35S:NF-YC3-6HA*, *35S:NF-YC9-6HA* and *nf-yc9-1 pNF-Y9:NF-YC9-3FLAG* and the mutants of *aba1-5* and *aba2-1* (refs 13, 36). Each transgenic line used to compare under different genetic backgrounds in this study is the same line which was introduced into various mutants by crossing. The seeds used for germination comparison were harvested in the same batch of plants grown at 22 °C under long days (16 h light/8 h dark). Dry seeds were obtained and stored in a dry condition (25% humidity, 25 °C) for at least 4 weeks of after-ripening before performing the germination test.

Genes referenced in this article can be found in the *Arabidopsis* Genome Initiative database under the following accession numbers: *NF-YC3* (AT1G54830), *NF-YC4* (AT5G63470), *NF-YC9* (AT1G08970), *RGL2* (AT3G03450), *RGA* (AT2G01570), *RGL1* (AT1G66350), *GAI* (AT1G14920), *RGL3* (AT5G17490), *ABI5* (AT2G36270), *TZF5* (AT5G44260), *MFT* (AT1G18100), *EM1* (AT3G51810), *EM6* (AT2G40170), *XTH5* (AT5G13870), *XTH31* (AT3G44990), *EXP3* (AT2G37640), *EXP9* (AT5G02260), *PP2A* (AT1G13320), *TIP41-like* (AT4G34270) and *TUB8* (AT5G23860).

### Seed germination assay

The after-ripened seeds were sterilized and washed with 75% (v/v) ethanol with 0.5% (v/v) Triton X-100 (Sigma-Aldrich) for 1 min, and washed twice with absolute ethanol, then were plated on sterile filter paper for air drying. Subsequently, the sterilized seeds were sown on half-strength MS medium (0.025% MES, pH 5.7) containing 0.8% (w/v) Bacto Agar (Difco/BD) supplemented with 0.01% (w/v) ethanol (Mock), PAC (Sigma-Aldrich), ABA (Sigma-Aldrich), GA_3_ (Sigma-Aldrich) or DEX (Sigma-Aldrich) upon the experiment requirement. All the plates were kept at 4 °C in darkness for 3 days for stratification and then transferred to an illumination incubator at 22 °C with 16 h light/8 h dark condition for further analysis. At least 100 seeds for each genotype were used in three biological replicates. The germination event was defined as the first sign of radicle emergence and recorded at different time points until 120 h of incubation.

### Plasmid construction and plant transformation

For the *pRGL2:RGL2-6HA* construct, an ∼3.7 kb genomic fragment of *RGL2* without stop codon was amplified and cloned into the pHY105-6HA binary vector^57^. To construct *35S:RGL2-6HA*, the CDS encoding RGL2 was amplified and cloned into pGreen-35S-6HA. For the *ABI5:GUS* construct, ∼1.8 kb promoter of *ABI5* was cloned into the pHY107 vector harbouring the *GUS* reporter^57^. The primers used for plasmid construction are listed in Supplementary Table 1. Transgenic plants harbouring *pNF-YC9:NF-YC9-3FLAG* were selected on 1/2 MS medium supplemented with gentamicin, while other transgenic plants were selected by basta.

### Yeast two-hybrid assay

The coding regions of *NF-YC3*, *NF-YC4*, *NF-YC9*, *RGL2* and *RGA* or truncated versions of *NF-YC9* and *RGL2* were amplified and cloned into pGBKT7 and pGADT7 (Clontech), respectively. The primers used are listed in Supplementary Table 1. Yeast two-hybrid assays were performed using the Yeastmaker Yeast Transformation System 2 (Clontech). Yeast AH109 cells were co-transformed with the specific bait and prey constructs. All yeast transformants were grown on SD/-Trp/-Leu or SD/-Trp/-Leu/-His/-Ade medium for selection or interaction test.

### BiFC analysis

The coding regions of *NF-YC9* and *RGL2* were cloned into the serial pGreen binary vectors containing C- or N-terminal fusions of EYFP to generate *35S:NF-YC9-nEYFP* and *35S:RGL2-cEYFP*. Plasmids were co-transformed into *Arabidopsis* mesophyll protoplasts by the PEG-mediated transient transformation^64^, and then cultured for 12 h and observed for BiFC analysis using a confocal laser scanning microscope (LSM 510 META, Zeiss).

### *In vitro* pull-down assay

The coding regions of *NF-YC3*, *NF-YC4*, *NF-YC9* and *RGL2* were cloned into the pQE30 (QIAGEN) and pGEX-4T-1 (Pharmacia) vectors to produce His-NF-YC3, His-NF-YC4, His-NF-YC9 and GST-RGL2 proteins, respectively. Primers used for constructions are listed in Supplementary Table 1. GST and His fusion recombinant proteins were induced by IPTG and expressed in *E. coli* Rosetta (DE3, Novagen). The soluble His and GST fusion proteins were purified using Ni-NTA agarose beads (30210, QIAGEN) or Glutathione Sepharose Beads (17-0756-01, Amersham Biosciences) according to the manufacturers' instruction. For pull-down assays, 2 μg of His-NF-YCs were incubated in the binding buffer (50 mM Tris-HCl, pH 8.0, 100 mM NaCl and 1 mM EDTA) with immobilized GST or GST fusion protein at 4 °C for 2 h. After washing with binding buffer, proteins retained on the beads were subsequently resolved by SDS loading buffer and then run SDS–PAGE to detect with anti-His (AbM59012-18-PU, BGI) at a dilution of 1:5,000 or anti-GST antibody (AB101-02, Tiangen) at a dilution of 1:2,000. Uncropped scans of western blot results are shown in Supplementary Fig. 16.

### Co-immunoprecipitation assay

The 5 μM PAC-treated *nf-yc9 rgl2 pNF-YC9:NF-YC9-3FLAG pRGL2:RGL2-6HA* seeds were kept under light for 12 h. Total proteins were extracted with extraction buffer (50 mM Hepes, pH 7.5, 150 mM NaCl, 5 mM DTT, 1% Triton X-100), and were incubated with Protein G PLUS/Protein A-Agarose Suspension (IP10, CALBIOCHEN) plus either anti-FLAG antibody (F3165, Sigma) or preimmune serum (IgG) in the co-immunoprecipitation buffer (50 mM Hepes, pH 7.5, 150 mM KCl, 10 μM ZnSO_4_, 5 mM MgCl_2_, 1% Triton X-100) at 4 °C for 2 h. After being washed by co-immunoprecipitation buffer three times, the proteins bound to beads were resolved by SDS–PAGE and detected by anti-FLAG (F3165, Sigma) at a dilution of 1:10,000 or anti-HA antibody (sc-7392, Santa Cruz) at a dilution of 1:2,000. Uncropped scans of western blot results are shown in Supplementary Fig. 16.

### RNA-seq analysis

The after-ripened seeds (4 weeks) harvested in a same batch were grown on half-strength MS medium (0.025% MES, pH 5.7) containing 5 μM PAC under light for 12 h. Total RNA was extracted from harvested seeds by Plant RNA Kit (R6827, Omega) and sent to BGI for RNA-seq analysis. The used RNA samples have been strictly detected upon the RNA sequencing standard and the libraries constructed using Ultra RNA sample preparation kit (Illumina) reached high quality before RNA-sequencing. Sequencing was performed using an Illumina HiSeq2000 according to the standard protocol. Total RNA-Seq reads were mapped to the *Arabidopsis* TAIR10 genome. The differentially expressed genes were identified by the program Cuffdiff with the criteria set as fold change >1.5 and FDR-adjusted *P* values <0.05. Three valid biological replicates were used for the transcriptomic analysis. The gene expression patterns were graphically represented in a heat map by cluster analysis tool in Heml software^65^. GO analysis was performed by the GO Annotation of TAIR^66^.

### Gene expression analysis

The treatment of seeds was performed upon various experiments. Total RNA was extracted using the Plant RNA Kit (Omega) and reverse transcribed using the M-MLV reverse transcriptase (Promega). Quantitative RT–PCR was performed in triplicates on Roche LightCycler480 real-time system with the SYBR Premix ExTaq Mix (DRR041A, TaKaRa) following the manufacturer's instruction. The relative expression level was normalized to that of *PP2A* internal control. The primers used for gene expression analysis are listed in Supplementary Table 1.

### ChIP and ChIP–reChIP assays

To perform ChIP assays, the *nf-yc9 pNF-YC9:NF-YC9-3FLAG, rgl2 pRGL2:RGL2-6HA* and the Col wild-type seeds were incubated with mock, 5 μM PAC or 5 μM PAC plus 1 μM GA for 12 h and harvested for fixation. Chromatins were isolated and sonicated to generate DNA fragment with an average size around 250–500 bp. The solubilized chromatins were immunoprecipitated by Protein G PLUS agarose (16–201, Millipore) with anti-FLAG (F3165, Sigma) and anti-HA (sc-7392x, Santa Cruz), and the co-immunoprecipitated DNA was recovered and analysed by quantitative PCR (qPCR) with SYBR Premix ExTaq Mix (DRR041A, TaKaRa Bio). For ChIP–reChIP assays, *nf-yc9 rgl2 pNF-YC9:NF-YC9-3FLAG pRGL2:RGL2-6HA* and *pRGL2:RGL2-6HA* seeds were incubated under 5 μM PAC for 12 h and harvested for fixation. The sonicated chromatins were immunoprecipitated by anti-HA agarose conjugate (the first ChIP), and then washed by the ChIP buffer and eluted with 10 mM dithiothreitol (DTT). The eluted chromatins were diluted 20-fold with dilution buffer (1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl at pH 8.1, 150 mM NaCl) and immunoprecipitated again by anti-FLAG (the second ChIP). The recovered DNA was purified and quantified by qPCR. Relative enrichment fold was calculated by normalizing the amount of a target DNA fragment against that of a genomic fragment of a reference gene *TUB8*, and then against the respective input DNA samples. The enrichment of a *PP2A* genomic fragment was used as the negative control. The primers used are listed in Supplementary Table 1.

### Transient expression assay

To generate the *ABI5:GUS* reporter construct, ∼1.8 kb *ABI5* promoter was cloned into HY107 containing *GUS* gene^36^. The *mABI5:GUS* constructs carrying mutated CCAAT elements were generated by overlapping PCR reaction from the *ABI5:GUS* construct. The *35S:NF-YC9-6HA* and various *DELLA* constructs were used as effectors, and a construct containing the firefly luciferase driven by 35S promoter in pGreen-35S was used as an internal control to evaluate the protoplast transfection efficiency. All the primers used for transient expression assay are listed in Supplementary Table 1. *Arabidopsis* mesophyll protoplasts were prepared, transfected and cultured for 24 h before protein extraction and detection. Activities of GUS and luciferase were measured using microfluorometer (Cary Eclipse, USA). Relative GUS activity was calculated by normalizing against the luciferase activity, and the data presented were the averages of three biological replicates.

### Protein–DNA affinity pull-down assay

The coding regions of yeast *NF-YA* (158-214aa) and yeast *NF-YB* (35-127aa) core domains for NF-Y combination^67^ were cloned into the pQE30 vector to produce fusion proteins of His-Yeast NF-YA core and His-Yeast NF-YB, respectively. Primers used for constructions are listed in Supplementary Table 1. His-NF-YC9 and GST-RGL2 fusion proteins were induced and purified as described above. Protein–DNA affinity assay was conducted with a modified method^68^. 1 μg of His-NF-YC9, 1 μg of His-Yeast NF-YA and 1 μg of His-Yeast NF-YB proteins were pre-incubated with various DNA fragments (0.5 μg each) produced by PCR using specific primes (Supplementary Table 1) in the binding buffer (100 mM phosphate, 150 mM NaCl and 1 mM EDTA, pH 7.5) at 4 °C for 4 h. Then, the incubated protein–DNA samples were mixed with GST or GST-RGL2 immobilized by Glutathione Sepharose Beads (17-0756-01, Amersham Biosciences) at 4 °C for additional 4 h. After being washed with binding buffer three times, proteins and DNA retained on the beads were subsequently eluted by elution buffer (2% SDS, 50 mM Tris-HCl, 150 mM NaCl and 1 mM EDTA, pH 8.0) at 65 °C for 15 min twice, and the DNA pulled down was extracted and quantified by qPCR using specific primers (Supplementary Table 1). The protein–DNA binding efficiency was calculated by normalizing the amount of DNA precipitated by proteins against that of the respective input DNA, and *PP2A* genomic DNA fragment was amplified and used as an internal control in this assay. The precipitated proteins bound to beads were detected by anti-His or anti-GST antibody as described above. Uncropped scans of western blot results are shown in Supplementary Fig. 16.

### Data availability

The RNA-seq data used in this study have been deposited in the Gene Expression Omnibus database under accession number GSE84753. All other data supporting the findings of this study are available within the article and its Supplementary Information files or on request from the corresponding author.

## Additional information

**How to cite this article:** Liu, X. *et al*. The NF-YC–RGL2 module integrates GA and ABA signalling to regulate seed germination in *Arabidopsis*. *Nat. Commun.* 7:12768 doi: 10.1038/ncomms12768 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-16 and Supplementary Table 1.

Supplementary Data 1 Summary of RNA-seq datasets

Supplementary Dataset 2 List of PAC, NF-YC and RGL2 regulated genes

Supplementary Data 3 List of co-regulated genes by PAC, NF-YCs, and RGL2

## Figures and Tables

**Figure 1:**
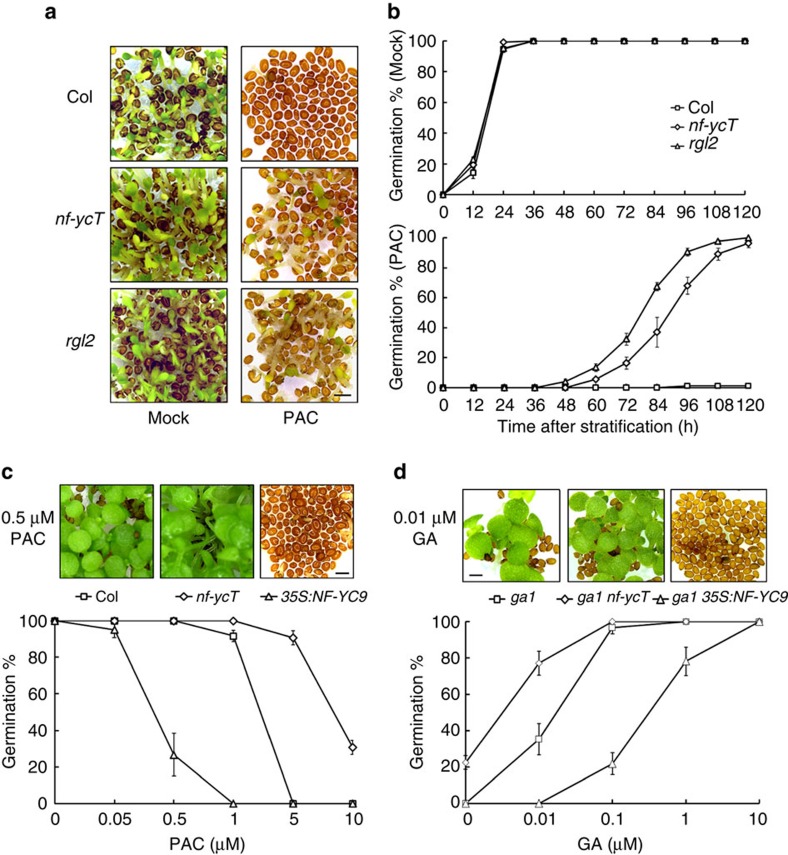
NF-YCs inhibit GA response in seed germination. (**a**) Loss of function of three *NF-YC* homologues or *RGL2* decreases the sensitivity of seeds germination to PAC. Germination phenotypes of *nf-yc3-2 nf-yc4-1 nf-yc9-1* (*nf-ycT*), *rgl2* and the wild-type (Col) seeds were observed at 96 HAS (hour after stratification) on 1/2 MS medium containing 5 μM PAC or mock, respectively. (**b**) Statistic analysis of germination rate in *nf-ycT*, *rgl2* and the wild-type seeds. The seeds were treated as described in **a** and the germination rates were recorded every 12 h until 120 HAS. (**c**) Overexpression of *NF-YC9* seeds increases the sensitivity of seeds germination to PAC. Upper panel shows germination phenotypes of Col, *nf-ycT* and *35S:NF-YC9#1* seeds observed at 120 HAS on 1/2 MS medium containing 0.5 μM PAC. Lower panel shows germination rates of these seeds in response to different concentrations of PAC that were recorded at 120 HAS. (**d**) Loss of function of NF-YCs or overexpression of *NF-YC9* affects the sensitivity of seeds in *ga1* background to GA. Upper panel shows germination phenotypes of *ga1*, *ga1 nf-ycT* and *ga1 35S:NF-YC9* seeds observed at 120 HAS on 1/2 MS medium containing 0.01 μM GA. Lower panel shows germination rate of these seeds in response to different concentrations of GA that were recorded at 120 HAS. All data represent mean±s.d. of at least 100 seeds. Scale bar, 1 mm.

**Figure 2:**
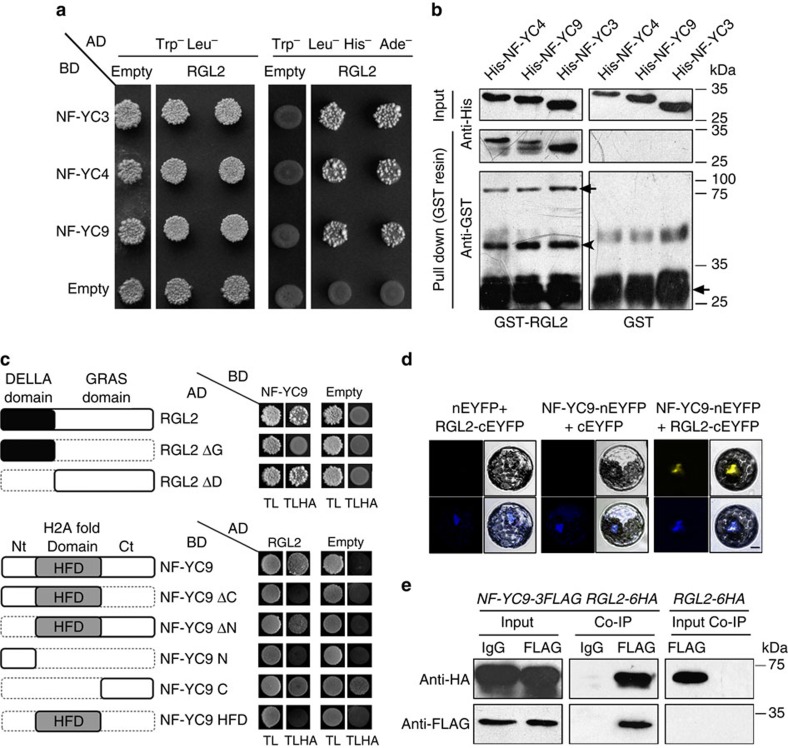
NF-YCs interact with RGL2 *in vitro* and *in vivo*. (**a**) Yeast two-hybrid assays show the interactions between RGL2 and NF-YCs. Transformed yeast cells were grown on SD/-Trp/-Leu/-His/-Ade and SD/-Trp/-Leu medium. (**b**) Pull-down assays show the direct interaction between His-NF-YCs and GST-RGL2 fusion proteins *in vitro*. His-NF-YC proteins were incubated with immobilized GST or GST-RGL2 proteins, and immunoprecipitated fractions were detected by anti-His and anti-GST antibodies, respectively. Arrows indicate the specific bands of GST-RGL2 or GST, while arrowhead indicates the nonspecific bands. (**c**) Sketches show the domains of NF-YCs and RGL2 and their various deletions. Yeast two-hybrid assays show the interactions between RGL2, NF-YCs and their derivatives. Transformed yeast cells were grown on SD/-Trp/-Leu/-His/-Ade (TLHA) and SD/-Trp/-Leu (TL) medium. (**d**) BiFC analysis of interaction between NF-YC9-nEYFP and RGL2-cEYFP in *Arabidopsis* mesophyll protoplast. DAPI staining was used as the nucleus indicator. Scale bar, 10 μm. (**e**) *In vivo* interaction of NF-YC9 and RGL2 in *Arabidopsis*. Plant nuclear extracts from PAC-treated seeds of *nf-yc9 NF-YC9:NF-YC9-3FLAG rgl2 pRGL2:RGL2-6HA* were immunoprecipitated by either anti-FLAG antibody or preimmune serum (IgG). The co-immunoprecipitated proteins were detected by anti-FLAG and anti-HA antibodies.

**Figure 3:**
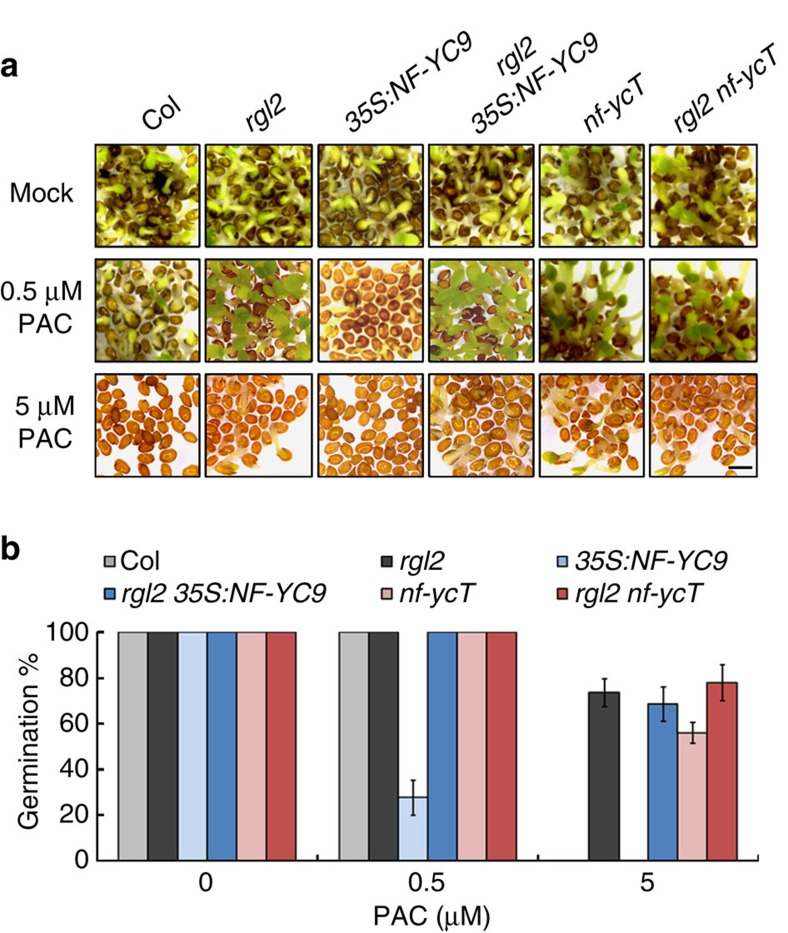
RGL2 compromises the PAC hypersensitivity of *NF-YC9* overexpression line in seed germination. (**a**) Germination phenotypes of *rgl2*, *35S:NF-YC9*, *rgl2 35S:NF-YC9*, *nf-ycT*, *rgl2 nf-ycT* and the wild-type (Col) seeds observed at 96 HAS on 1/2 MS medium containing different concentrations of PAC. Scale bar, 1 mm. (**b**) Statistic analysis of germination rate in the seeds described in **a**. Data represent mean±s.d. of at least 100 seeds.

**Figure 4:**
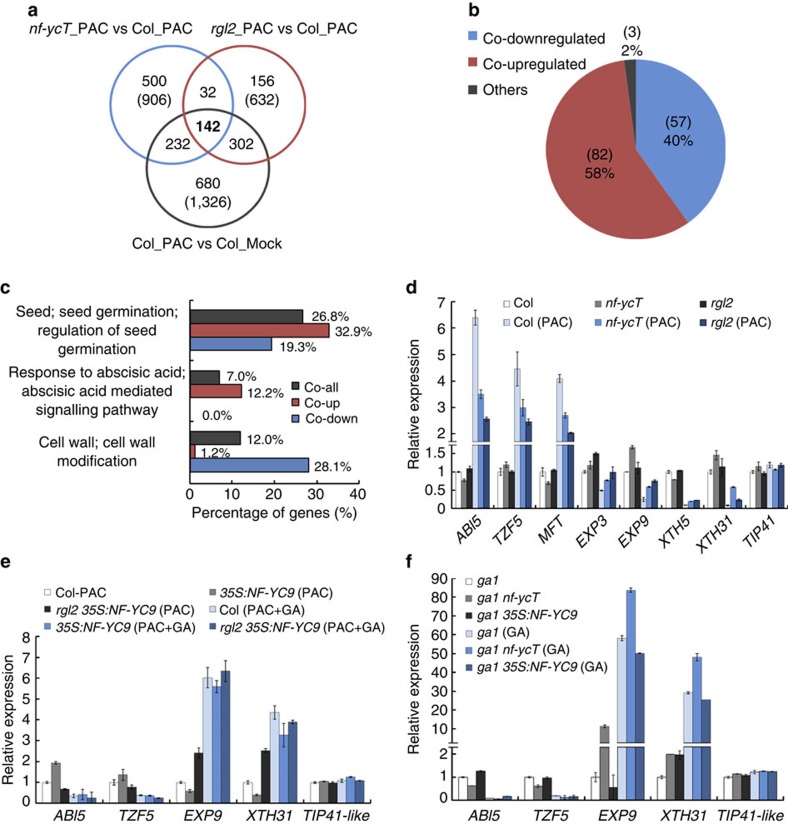
Transcriptomic analysis of regulatory gene expression profiles by NF-YCs and RGL2 in response to GA. (**a**) The Venn diagram shows the coregulated genes by GA, NF-YCs and RGL2, indicated as the overlap among the differentially expressed genes in *nf-ycT*_PAC versus Col_PAC, *rgl2*_PAC versus Col_PAC, and Col_PAC versus Col_Mock. (**b**) Percentages of the co-upregulated, the co-downregulated and the genes in the other patterns by GA, NF-YCs and RGL2. Values enclosed in parentheses indicate the numbers of genes. (**c**) Gene ontology analysis of the coregulated (co-all), the co-upregulated (co-up) and the co-downregulated (co-down) genes by GA, NF-YCs and RGL2. Numbers indicate the percentages of genes included in each GO category. (**d**) Quantitative RT–PCR analysis of the expression level of several selected cell wall-related and ABA responsive genes coregulated by GA, NF-YCs and RGL2. The wild-type (Col), *rgl2* and *nf-ycT* seeds were grown on 1/2 MS medium containing 5 μM PAC or not for 12 HAS. The relative gene expression was normalized to that of *PP2A* internal control and then calculated by comparing the value with that in Col. *TIP41-like* gene was used as a negative experimental control. Data represent mean±s.d. of three biological replicates. (**e**) Quantitative RT–PCR analysis of the expression level of the selected coregulated genes in Col, *35S:NF-YC9* and *rgl2 35S:NF-YC9* seeds grown on 1/2 MS medium containing 5 μM PAC or 5 μM PAC plus 1 μM GA for 12 HAS. The relative gene expression was normalized to that of *PP2A* internal control and then calculated by comparing the value with that in Col with PAC treatment (Col-PAC). Data represent mean±s.d. of three biological replicates. (**f**) Quantitative RT–PCR analysis of the expression level of the selected coregulated genes in *ga1*, *ga1 nf-ycT* and *ga1 35S:NF-YC9* seeds grown on 1/2 MS medium containing 1 μM GA or not for 12 HAS. The relative gene expression was normalized to that of *PP2A* internal control and then calculated by comparing the value to that in *ga1*. Data represent mean±s.d. of three biological replicates.

**Figure 5:**
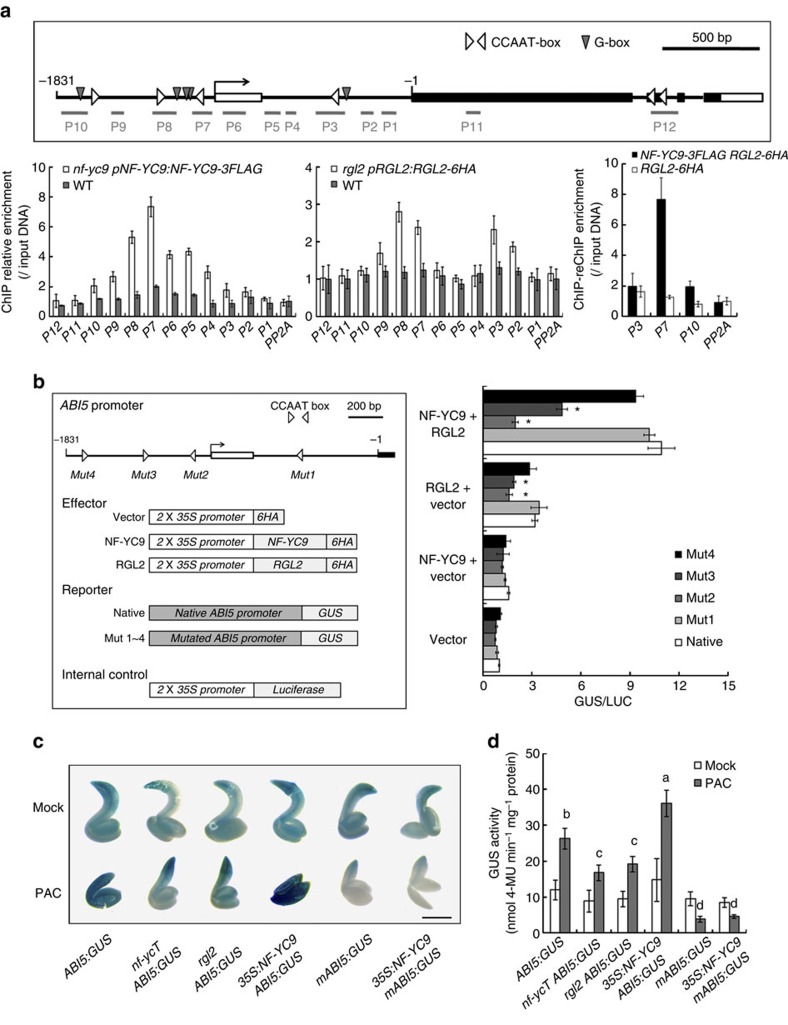
NF-YCs and RGL2 synergistically regulate *ABI5* expression by binding to the *ABI5* promoter. (**a**) ChIP and ChIP-reChIP analyses of NF-YC9 and RGL2 binding to CCAAT-box containing region in *ABI5* genes upon precipitation with anti-FLAG or/and anti-HA antibodies in the WT (wild-type, Col-0), *nf-yc9 pNF-YC9:NF-Y9-3FLAG*, *rgl2 pRGL2:RGL2-6HA* (*RGL2-6HA*) and *rgl2 nf-yc9 pNF-YC9:NF-YC9-3FLAG pRGL2:RGL2-6HA* (*NF-YC9-3FLAG RGL2-6HA*) lines. The seeds were grown on 1/2 MS medium containing 5 μM PAC for 12 HAS and harvested for further test. Relative enrichment fold was calculated by normalizing the amount of a target DNA fragment against that of a genomic fragment of a reference gene *TUB8*, and then against the respective input DNA samples. The enrichment of a *PP2A* genomic fragment was used as the negative control (the same below). Data represent mean±s.d. of biological triplicates. (**b**) Transient expression assays of *ABI5* promoter activity modulated by NF-YC9 and RGL2 in *Arabidopsis* mesophyll protoplasts. Various constructs used in transient expression assays are shown in the left panel. Either *ABI5:GUS* (Native) or four *mABI5:GUS* (Mut1∼4) were co-transformed with effectors or the empty vector (Vector) into Col mesophyll protoplasts. Relative GUS activity (GUS/Luciferase) that indicates the level of *ABI5* expression activated by various effectors is shown in the right panel. Data represent mean±s.d. of three biological replicates. Asterisks indicate significant changes of samples when compared with the relevant native sample (Student's *t*-test, *P*<0.05). (**c**) Representative GUS staining of mock (upper panel) and PAC treated (lower panel) seeds harbouring *ABI5:GUS* or its mutated version in various genetic backgrounds. The seeds were grown on 1/2 MS either containing 5 μM PAC or mock for 48 HAS. Scale bar, 0.5 mm. (**d**) Quantitative analysis of GUS activity in the native and mutated *ABI5:GUS* seeds shown in **c**. Data represent mean±s.d. from at least 100 seeds of each genotype. Statistically significant differences are indicated by different lower-case letters (Student's *t*-test, *P*<0.05).

**Figure 6:**
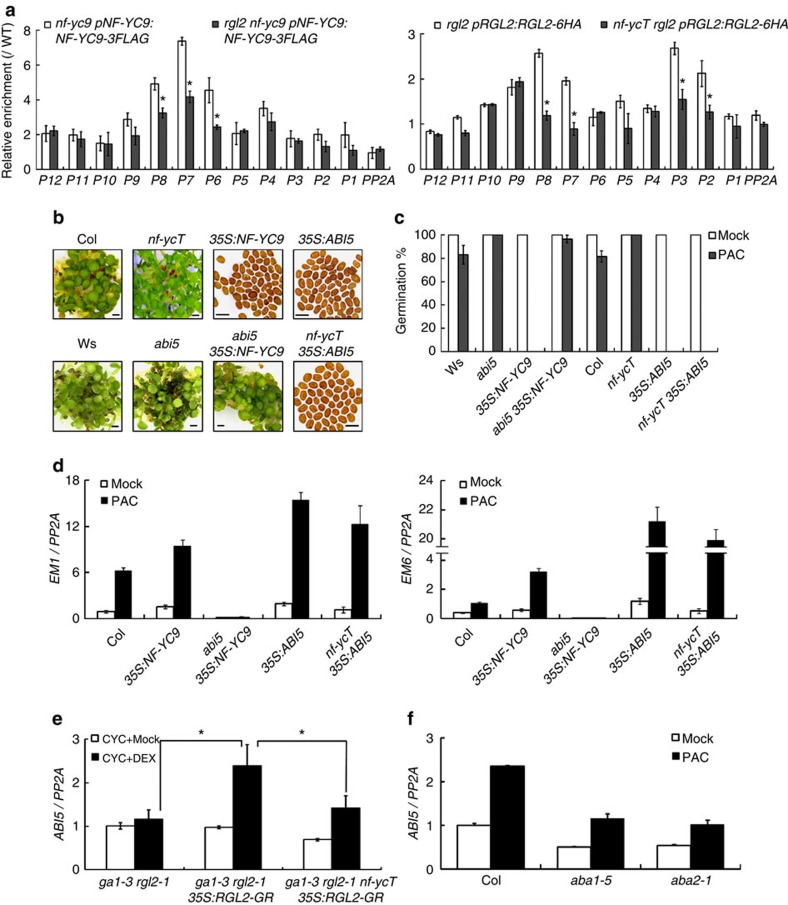
ABI5 is required for NF-YC–RGL2-mediated seed germination. (**a**) ChIP analysis of NF-YC9 or RGL2 binding to CCAAT-box containing regions of *ABI5* promoter upon precipitation with anti-FLAG or anti-HA antibodies in seeds under various genetic backgrounds. The seeds were grown on 1/2 MS medium containing 5 μM PAC for 12 HAS and harvested for ChIP assay. Data represent mean±s.d. of triplicates. Asterisks indicate significant changes in ChIP-enrichment fold between crossed lines and relevant parent lines (Student's *t*-test, *P*<0.05). (**b**) Germination phenotypes of seeds in various genetic backgrounds observed at 120 HAS on 1/2 MS medium containing 1 μM PAC. (**c**) Statistic analysis of germination rate in the seeds described in **b**. Germination rate in all the seeds with mock treatment is 100%. Data represent mean±s.d. of at least 100 seeds. Scale bar, 1 mm. (**d**) Quantitative RT–PCR analysis of *EM1* and *EM6* expression in seeds in various genetic backgrounds grown on 1/2 MS medium containing 5 μM PAC or not for 12 HAS. (**e**) Quantitative RT–PCR analysis of *ABI5* expression in *ga1-3 rgl2-1*, *ga1-3 rgl2-1 35S:RGL2-GR* and *ga1-3 rgl2-1 nf-ycT 35S:RGL2-GR* seeds grown on 1/2 MS medium containing 10 μM cyclohexanone (CYC) or 10 μM CYC plus 10 μM dexamethasone (DEX) for 4 h. Data represent mean±s.d. of three replicates. Asterisks indicate significant changes between the selected samples (Student's *t*-test, *P*<0.05). (**f**) Quantitative RT–PCR analysis of *ABI5* expression in *aba1-5*, *aba2-1* and the wild-type seeds grown on 1/2 MS medium containing 5 μM PAC or not for 12 HAS. Data represent mean±s.d. of three replicates.

**Figure 7:**
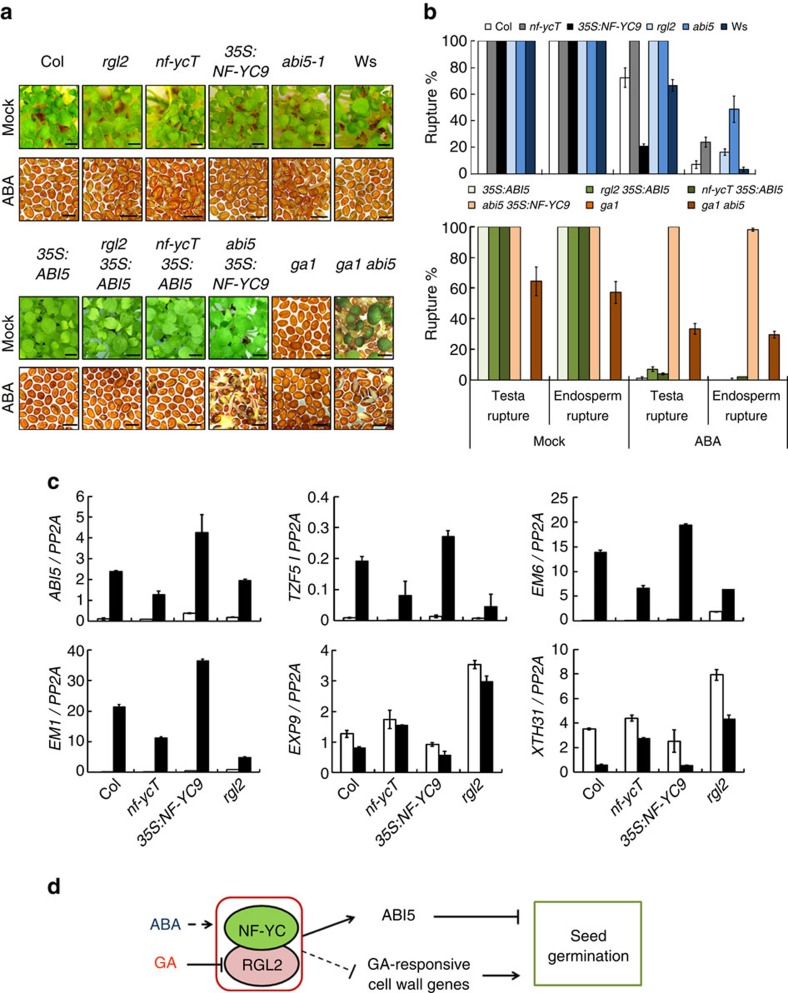
NF-YCs and RGL2 are involved in the ABA-mediated inhibition of germination. (**a**) Germination phenotypes of *rgl2*, *nf-ycT*, *abi5*, *35S:NF-YC9*, *35S:ABI5*, the wild-type (Col and Ws) seeds and their combinatorial lines observed at 120 HAS on 1/2 MS medium containing 2 μM ABA or not (mock). Scale bar, 1 mm (**b**) Statistic analysis of the testa and endosperm rupture rate in germinating seeds described in **a**. Data represent mean±s.d. of at least 100 seeds. (**c**) Quantitative RT–PCR analysis of several representative genes expression in *nf-ycT*, *35S:NF-YC9*, *rgl2* and the wild-type seeds grown on 1/2 MS medium containing 2 μM ABA or not for 12 HAS. Data represent mean±s.d. of three replicates. (**d**) A model of NF-YC-RGL2-mediated seed germination by integrating GA and ABA signalling. Solid lines indicate the direct or definite regulation; dotted lines indicate the indirect or undetermined regulation.

# Supplementary material for: The NF-YC–RGL2 module integrates GA and ABA signalling to regulate seed germination in Arabidopsis
**Source:** Nat Commun. 2016 Sep 14;7:12768. doi: 10.1038/ncomms12768
**Supplement:** Supplementary Information — Supplementary Figures 1-16 and Supplementary Table 1.

## SUPPLEMENTARY INFORMATION

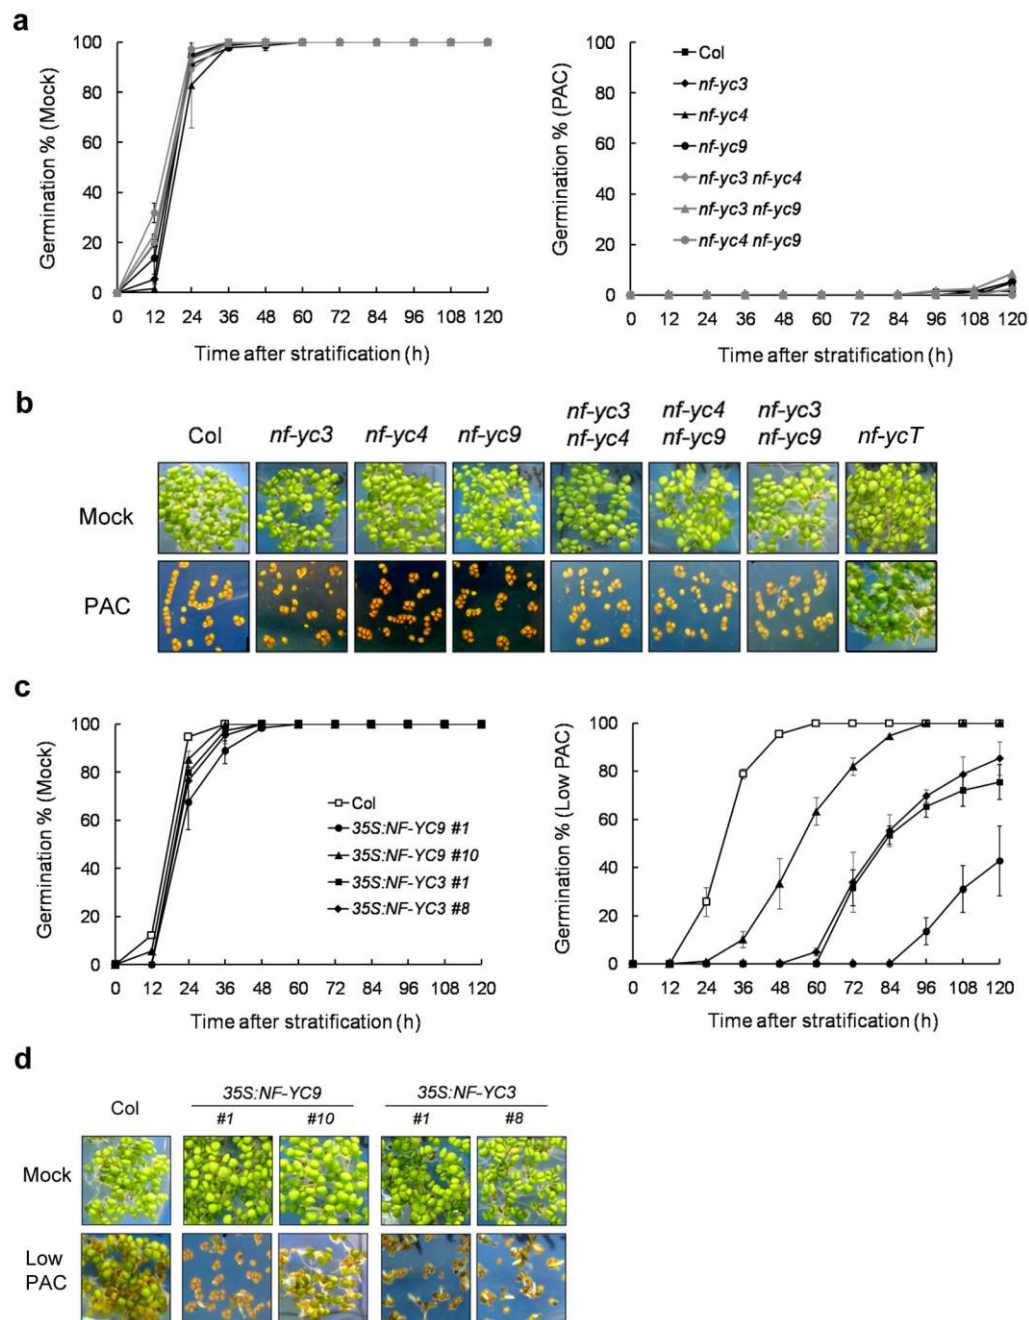

**Supplementary Figure 1. The PAC sensitivity of *NF-YC* mutants and *NF-YC* overexpression lines compared with the wild type during seed germination. (a)** Seeds of *nf-yc3*, *nf-yc4*, *nf-yc9*, *nf-yc3 nf-yc4*, *nf-yc3 nf-yc9*, *nf-yc4 nf-yc9*, and the wild-type (Col) were grown on 1/2 MS medium containing either 5  $\mu$ M PAC or mock. The germination rate of all genotypes was recorded at every 12 h until 120 HAS (hour after stratification). **(b)** Germination phenotypes of the seeds described in (a) were observed at 120 HAS. **(c)** Seeds of *35S:NF-YC3#1*, *35S:NF-YC3#8*, *35S:NF-YC9#1*,

*35S:NF-YC9#10* independent overexpressing lines, and the wild-type were grown on 1/2 MS medium containing either 0.5  $\mu$ M PAC (low PAC) or mock. The germination rates of all genotypes were recorded at every 12 h until 120 HAS. **(d)** Germination phenotypes of the seeds described in **(c)** were observed at 120 HAS. All above data represent mean  $\pm$ SD of at least 100 seeds.

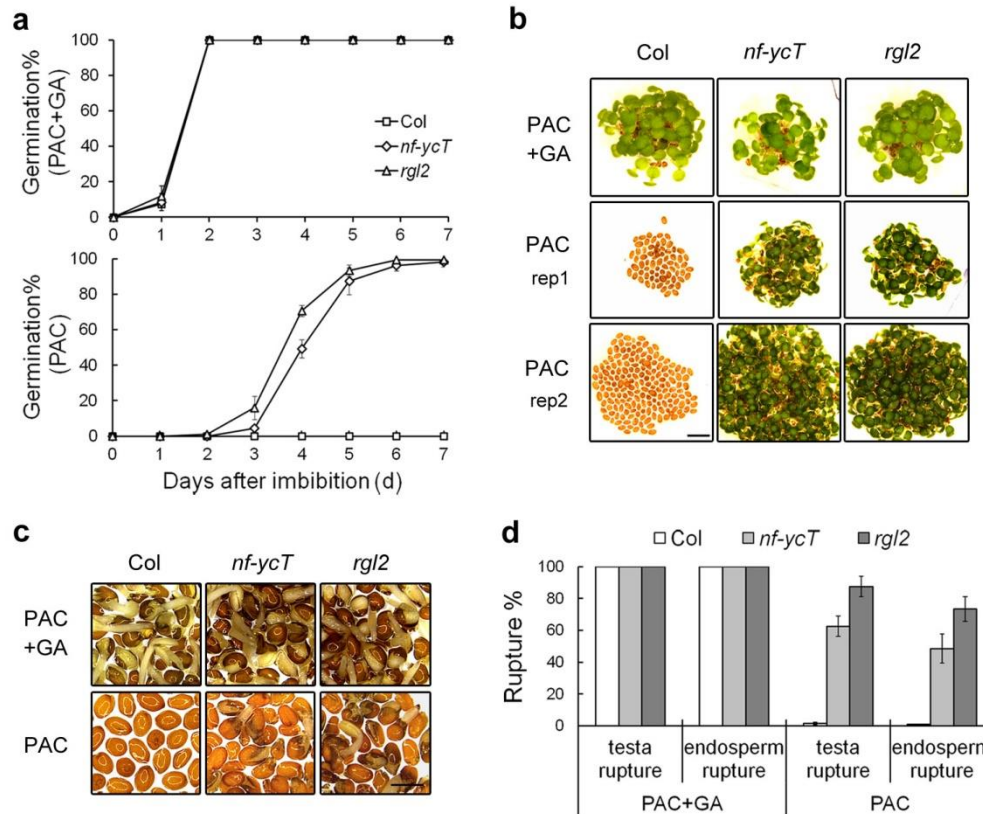

**Supplementary Figure 2. Germination phenotypes of *nf-ycT* and *rgl2* mutants in absence of stratification.** (a) Statistic analysis of germination rate in *nf-ycT*, *rgl2*, and the wild-type (Col) seeds on 1/2 MS medium containing PAC (5  $\mu$ M) or PAC+GA (10  $\mu$ M), respectively, in absence of stratification. The germination rate of all genotypes was recorded every 1 d until 7 d after imbibition. (b) Germination phenotypes of *nf-ycT*, *rgl2*, and Col seeds were observed at 7 d after imbibition under two replicates of PAC treatment (PAC rep1 and PAC rep2) and PAC+GA, respectively. Scale bar = 2 mm. (c) Testa and endosperm ruptures of *nf-ycT*, *rgl2*, and Col seeds were observed at 4 d after imbibition under PAC (5  $\mu$ M) or PAC+GA (10  $\mu$ M), respectively. Scale bar = 1 mm. (d) Statistic analysis of the testa and endosperm ruptures of the seeds described in (c). Data represent mean  $\pm$ SD of at least 100 seeds.

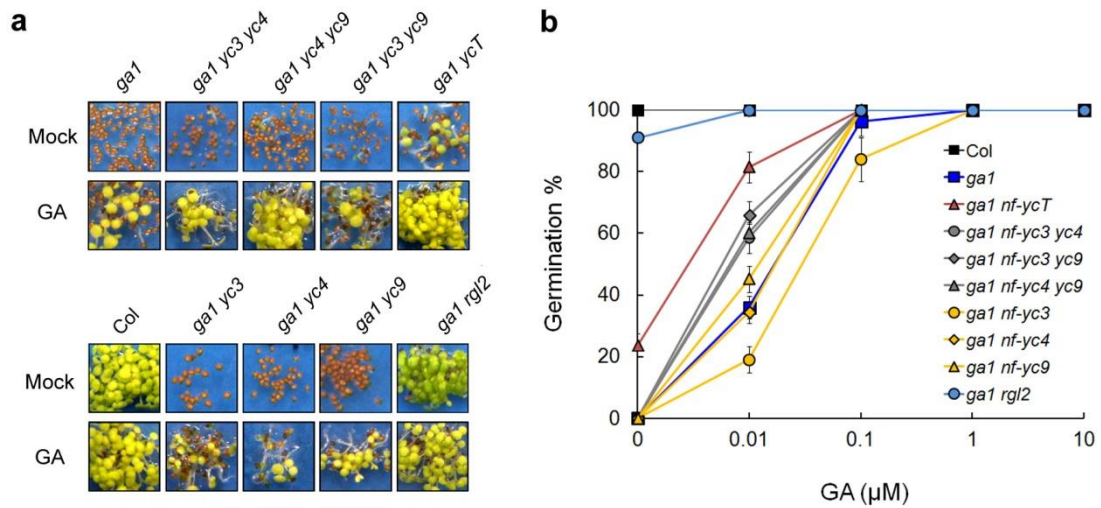

**Supplementary Figure 3. Germination observations of various *NF-YC* mutants in *ga1* background under GA treatment.** (a) Germination phenotypes of *ga1 nf-yc3*, *ga1 nf-yc4*, *ga1 nf-yc9*, *ga1 nf-yc3 nf-yc4*, *ga1 nf-yc3 nf-yc9*, *ga1 nf-yc4 nf-yc9*, *ga1 nf-ycT*, *ga1* and the wild-type (*Col*) seeds were observed at 120 HAS on 1/2 MS medium containing either 0.01  $\mu$ M GA or mock. (b) Statistic analysis of germination rate in seeds described in (a) in response to different concentrations of GA, and germination rates were recorded at 120 HAS. Data represent mean  $\pm$ SD of at least 50 seeds.

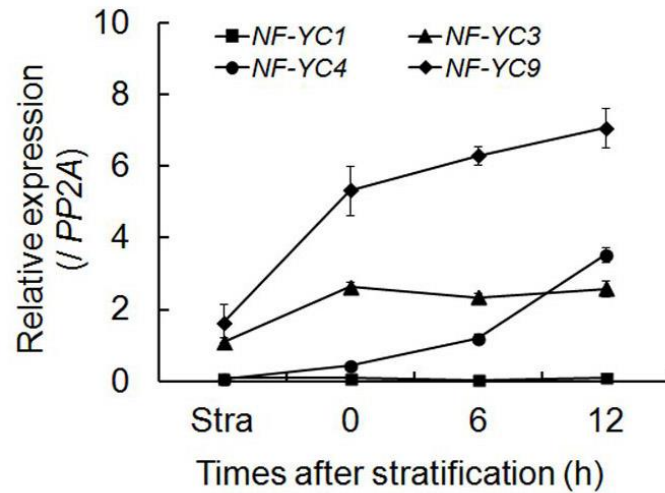

**Supplementary Figure 4. The time-course expression pattern of four *Arabidopsis* *NF-YC* homologous genes during seed germination.** The wild-type seeds were grown on 1/2 MS medium and total RNA was extracted according to the indicated time for quantitative RT-PCR analysis of *NF-YC1*, *NF-YC3*, *NF-YC4*, and *NF-YC9* expression. *PP2A* was amplified as an internal control. Data represent mean  $\pm$  SD of three replicates.

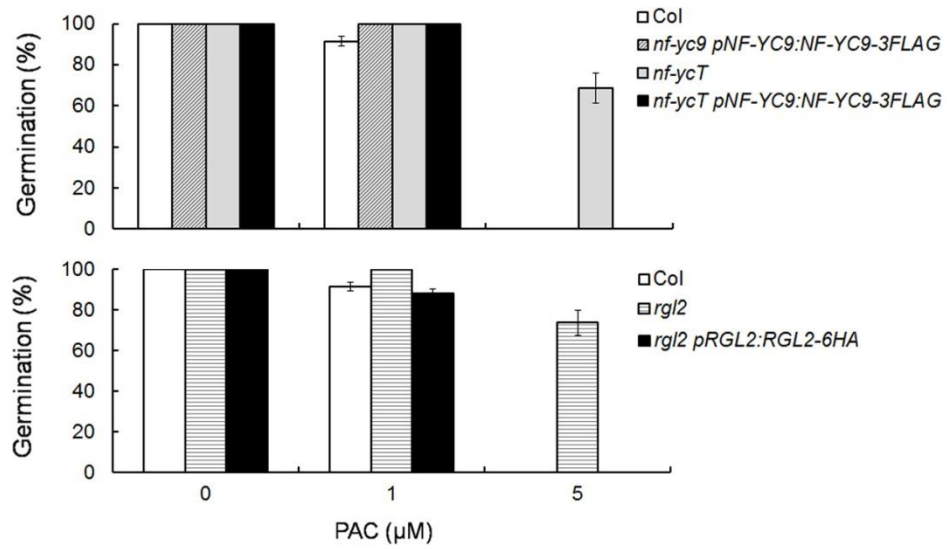

**Supplementary Figure 5. *pNF-YC9:NF-YC9-3FLAG* fully rescues the PAC insensitivity of *nf-ycT* seeds.** The germination rates of *nf-ycT*, *nf-yc9* *pNF-YC9:NF-YC9-3FLAG*, *nf-ycT* *pNF-YC9:NF-YC9-3FLAG*, *rgl2*, *rgl2* *pRGL2:RGL2-6HA*, and the wild-type seeds in response to different concentrations of PAC were recorded at 96 HAS. Data represent mean  $\pm$  SD of three replicates.

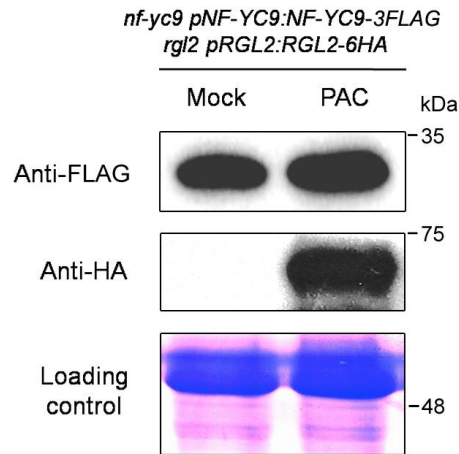

**Supplementary Figure 6. The immune detection of NF-YC9-3FLAG and RGL2-6HA in *nf-yc9 pNF-YC9:NF-YC9-3FLAG rgl2 pRGL2:RGL2-6HA*.** Seeds were grown on 1/2 MS medium containing 5  $\mu$ M PAC or not and collected for protein extraction at 12 HAS.

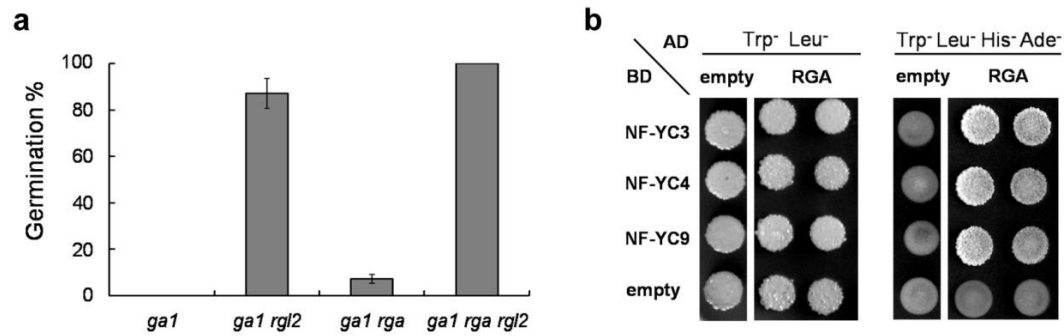

**Supplementary Figure 7. Both of DELLA proteins *RGA* and *RGL2* play important roles in seed germination.** (a) *rga rgl2* fully rescues the non-germination phenotype of *ga1*. Seeds of *ga1 rga-28*, *ga1 rgl2*, *ga1 rga-28 rgl2*, and *ga1* were grown on 1/2 MS medium, and germination rates were recorded at 120 HAS. Data represent mean  $\pm$ SD of at least 100 seeds. (b) Yeast two-hybrid assays show the interactions between NF-YCs and RGA. Transformed yeast cells were grown on SD/-Trp/-Leu and SD/-Trp/-Leu/-His/-Ade medium.

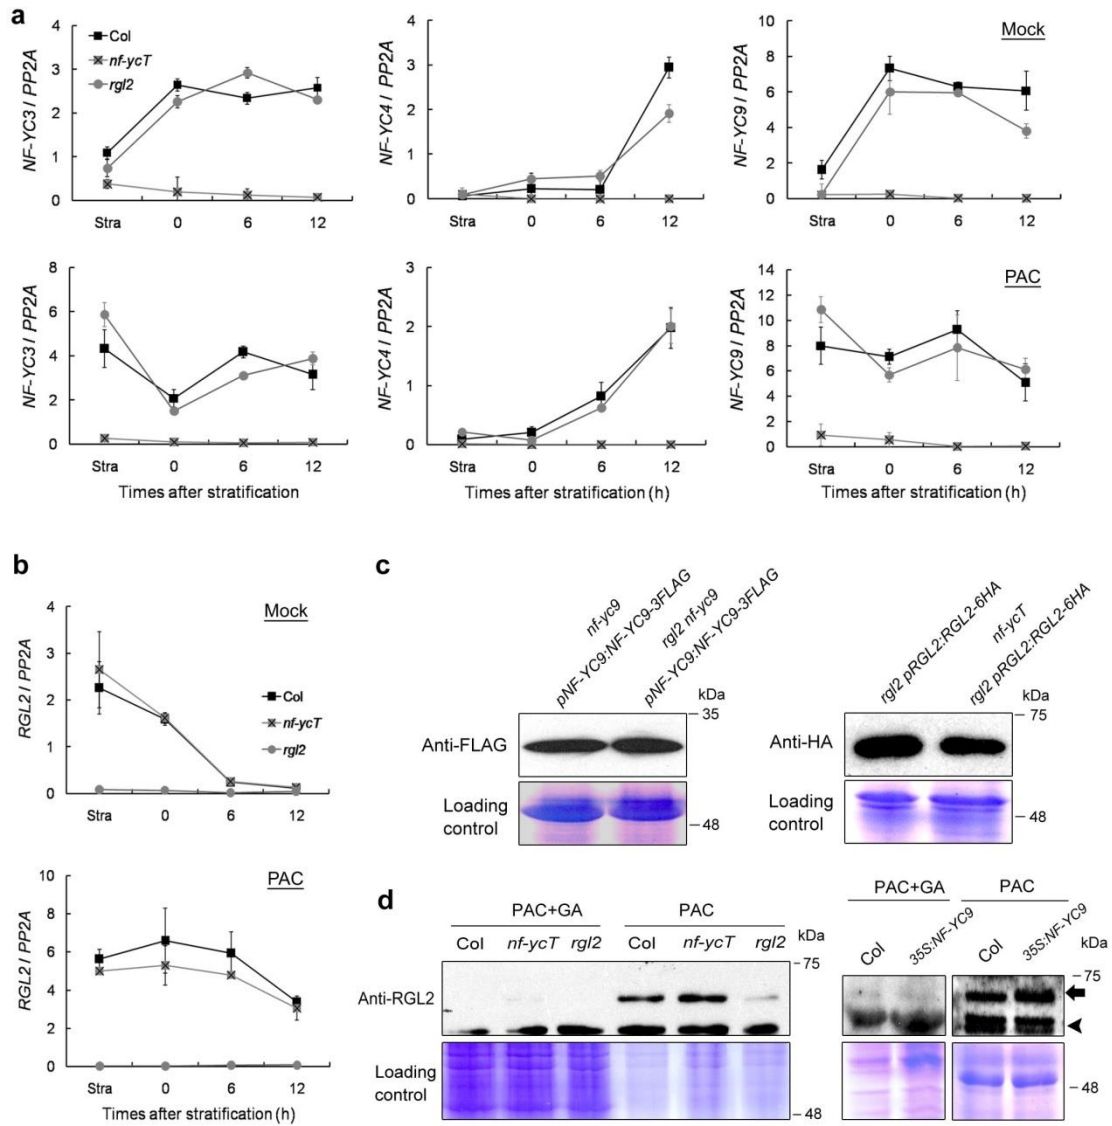

**Supplementary Figure 8. The expression pattern analysis of *NF-YCs* and *RGL2* in *nf-ycT*, *rgl2* and the wild-type germinating seeds.** (a) Quantitative RT-PCR analysis of *NF-YC3*, *NF-YC4*, and *NF-YC9* expression. Seeds were grown on 1/2 MS medium containing 5  $\mu$ M PAC or not and total RNA was extracted at 1.5 d stratification (Stra), and 0, 6, 12 HAS, respectively. *PP2A* was amplified as an internal control. Data represent mean  $\pm$  SD of three replicates. (b) Quantitative RT-PCR analysis of *RGL2* expression. Seeds were grown on 1/2 MS medium containing 5  $\mu$ M PAC or not and total RNA was extracted at 1.5 d stratification (Stra), and 0, 6, 12 HAS, respectively. *PP2A* was amplified as an internal control. Data represent mean  $\pm$  SD of three replicates. (c) Loss of *NF-YCs* or *RGL2* rarely affects the abundance of *RGL2* or *NF-YC9* proteins. The immune detection of *NF-YC9-3FLAG* and *RGL2-6HA* was performed using *nf-yc9 pNF-YC9:NF-YC9-3FLAG*, *rgl2 nf-yc9 pNF-YC9:NF-YC9-3FLAG*, *rgl2 pRGL2:RGL2-6HA*, and *nf-ycT rgl2 pRGL2:RGL2-6HA* lines. (d) The immune detection of endogenous *RGL2* protein

levels in the wild type, *nf-ycT*, *rgl2*, and *35S:NF-YC9* under PAC or PAC+GA treatment by RGL2 antibody (AS11 1803, Agrisera). For RGL2 analysis in *nf-ycT* and *rgl2*, seeds were grown on 1/2 MS medium containing 5  $\mu$ M PAC and PAC+GA (10  $\mu$ M) and collected at 12 HAS. For RGL2 analysis in *35S:NF-YC9*, seeds were grown on 1/2 MS medium containing 0.5  $\mu$ M PAC and PAC+GA (10  $\mu$ M) and collected at 12 HAS. Arrow indicates the specific bands of RGL2, while arrowhead indicates the non-specific bands.

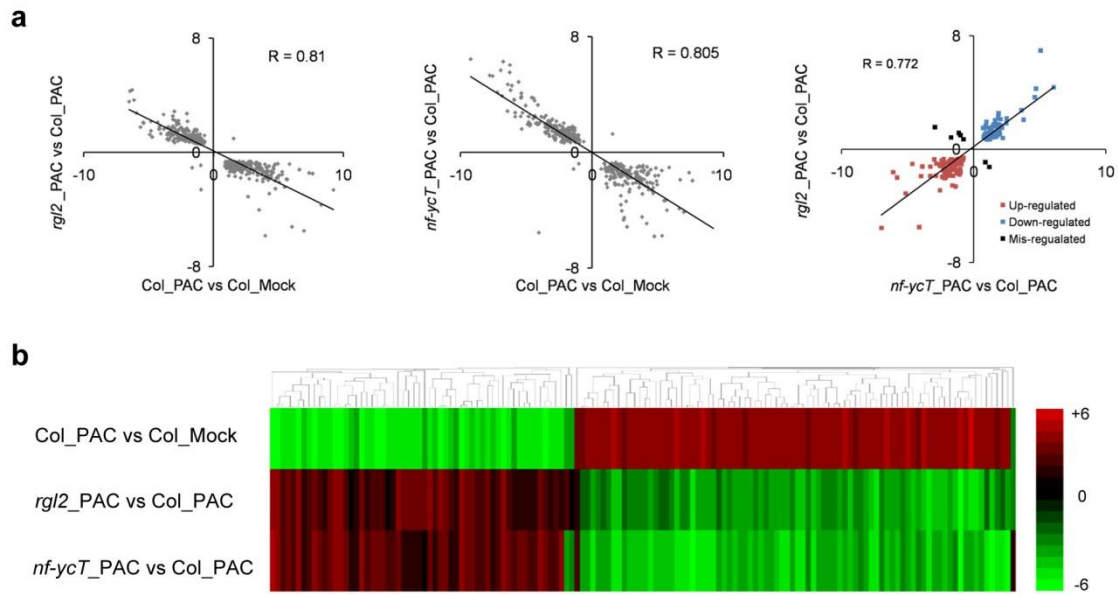

**Supplementary Figure 9. Correlation and clustering analysis of expression regulatory pattern between coregulated genes by NF-YCs, RGL2 and GA. (a)** Left panel indicates the scatter plot of log<sub>2</sub>-fold change values for 444 RGL2 and GA coregulated genes in “*rgl2\_PAC* vs Col\_PAC” versus “Col\_PAC vs Col\_Mock”; Middle panel indicates the scatter plot of log<sub>2</sub>-fold change values for 374 NF-YCs and GA coregulated genes in “*nf-ycT\_PAC* vs Col\_PAC” versus “Col\_PAC vs Col\_Mock”; Right panel indicates the scatter plot of log<sub>2</sub>-fold change values for 174 NF-YCs and RGL2 coregulated genes in “*nf-ycT\_PAC* vs Col\_PAC” versus “*rgl2\_PAC* vs Col\_PAC”. **(b)** Heat map of 142 co-regulated genes by GA, NF-YCs, and RGL2. The scale bar indicates fold changes (log<sub>2</sub> value).

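Across the 370 genes called in both comparisons, the mean log2 ratios of rgl2_PAC versus Col_PAC and Col_PAC versus Col_Mock had a Pearson's r of -0.920 (Spearman's rho -0.908). Taken pair by pair, r was -0.825, -0.897 and -0.849. For nf-ycT_PAC versus Col_PAC and Col_PAC versus Col_Mock, r was -0.903 over 326 genes (rho -0.899), with -0.859, -0.835 and -0.815 in the 3 pairs. For nf-ycT_PAC versus Col_PAC and rgl2_PAC versus Col_PAC, r was 0.916 over 139 genes (rho 0.857), with 0.865, 0.875 and 0.767. These correlations are across genes, which are not independent replicates, over genes selected for large changes in both comparisons, and no p-value was computed. The comparisons share a Col_PAC library within each replicate number. Among the alternatives over these chosen genes, taking the 2 comparisons from different replicate numbers moved the values most. There r was -0.808, -0.741 and 0.755. Without the choice of genes with a single direction, over all genes called in a pair of each comparison and with different replicate numbers, the mean r over 6 combinations was -0.526, -0.423 and 0.269.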

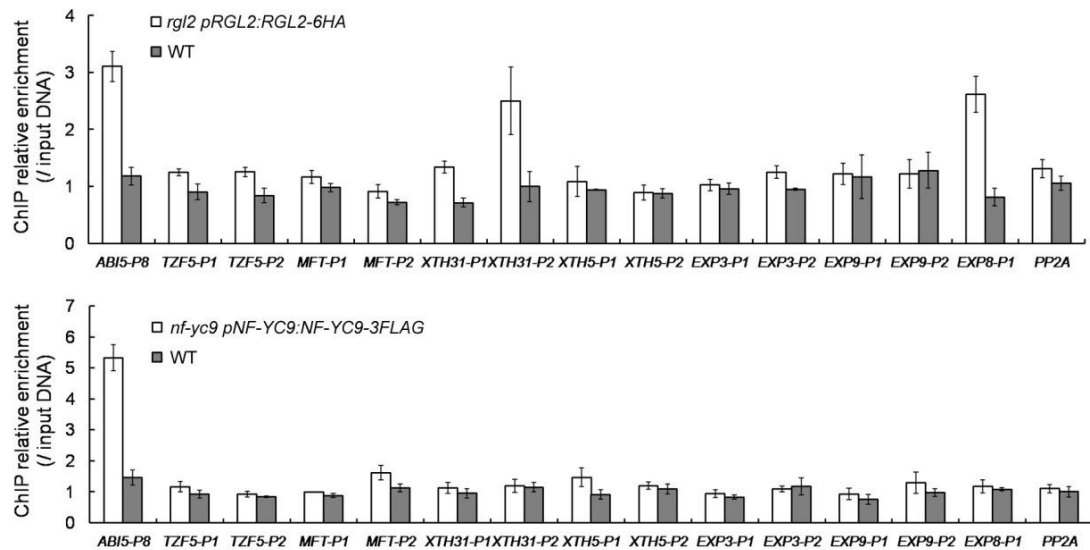

**Supplementary Figure 10. ChIP analysis of NF-YC9 and RGL2 binding to the representative co-regulated genes.** *nf-yc9 pNF-YC9:NF-YC9-3FLAG*, *rgl2 pRGL2:RGL2-6HA*, and the wild-type seeds were grown on 1/2 MS medium containing 5  $\mu$ M PAC for 12 HAS harvested for ChIP assay. Relative enrichment fold was calculated by normalizing the amount of a target DNA fragment against that of a genomic fragment of a reference gene *TUB8*, and then against the respective input DNA samples. The enrichment of a *PP2A* genomic fragment was used as the negative control (the same below). *EXP8* served as a positive control of RGL2 binding (Stamm et al., 2012). Data represent mean  $\pm$ SD of biological triplicates.

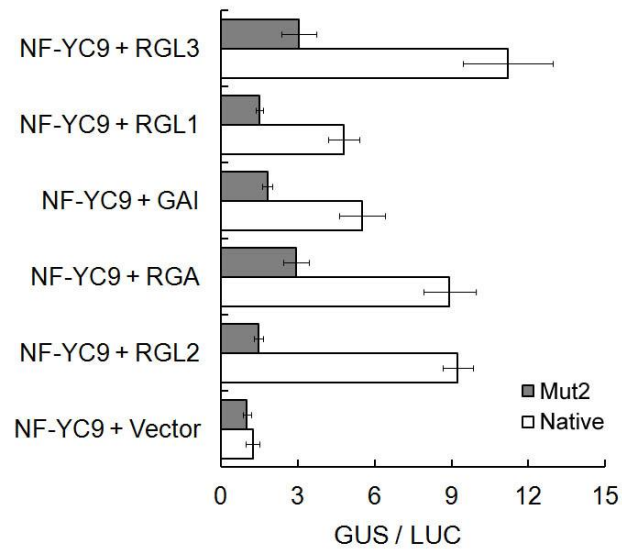

**Supplementary Figure 11.** Transient expression assay of *ABI5* promoter activity modulated by NF-YC9 and different DELLAs in *Arabidopsis* mesophyll protoplasts. Constructs used in transient expression assay are shown in Fig 5b. Data represent mean  $\pm$  SD of three biological replicates.

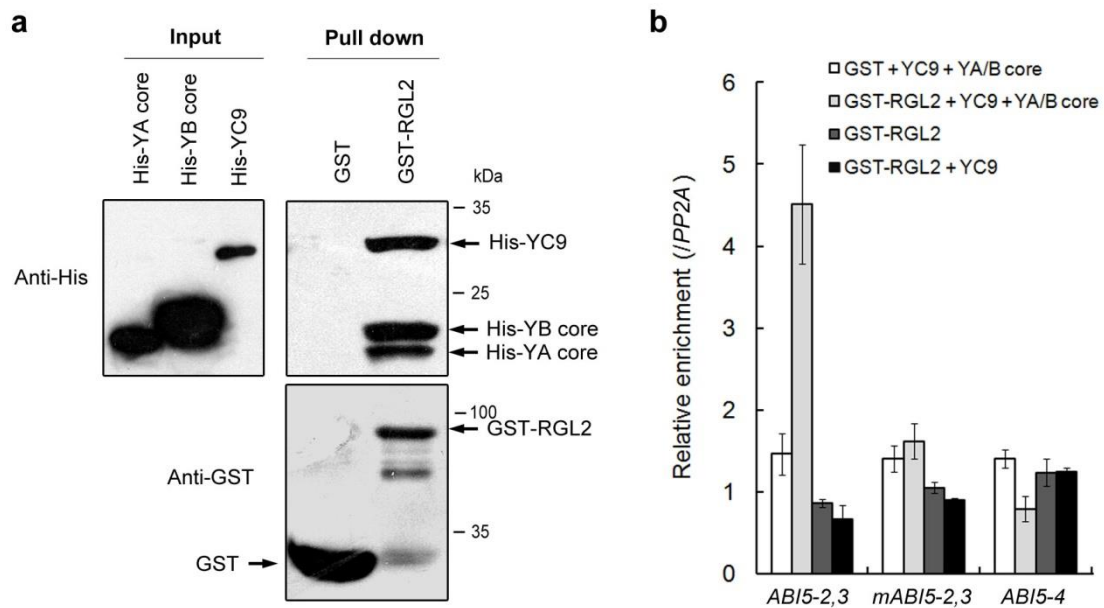

**Supplementary Figure 12. Protein-DNA affinity pull-down assay showing that RGL2 recognizes *ABI5* promoter via binding to NF-Y complex.** (a) Pull-down assay shows the direct interaction between GST-RGL2 and NF-Y complex of His-NF-YC9 (His-YC9), His-Yeast NF-YA core (His-YA core), and His-Yeast NF-YB core (His-YB core) proteins in vitro. His-NF-YA/B/C proteins were mixed with various DNA fragments indicated in (b) in advance and then incubated with immobilized GST or GST-RGL2 proteins. The immunoprecipitated fractions were detected by anti-His and anti-GST antibodies, respectively. Arrows indicate the specific bands of proteins detected. (b) qPCR analysis of pulled down DNA shows RGL2 binding affinity to DNA with different NF-YA/B/C protein combinations. *ABI5*-2,3 indicates the *ABI5* promoter fragment DNA (-1363~-1057 bp) containing CCAAT-2 and -3. *mABI5*-P2,3 indicates mutated *ABI5*-P2,3 DNA in which CCAAT-2 and -3 were mutated. *ABI5*-4 indicates the *ABI5* promoter fragment (-1752~-1575 bp) containing CCAAT-4 (Fig 5b). The relative DNA enrichment was calculated by normalizing the amount of DNA precipitated by proteins against that of the respective input DNA. *PP2A* genomic DNA fragment was amplified and used as an internal control. Data represent mean  $\pm$  SD of three replicates.

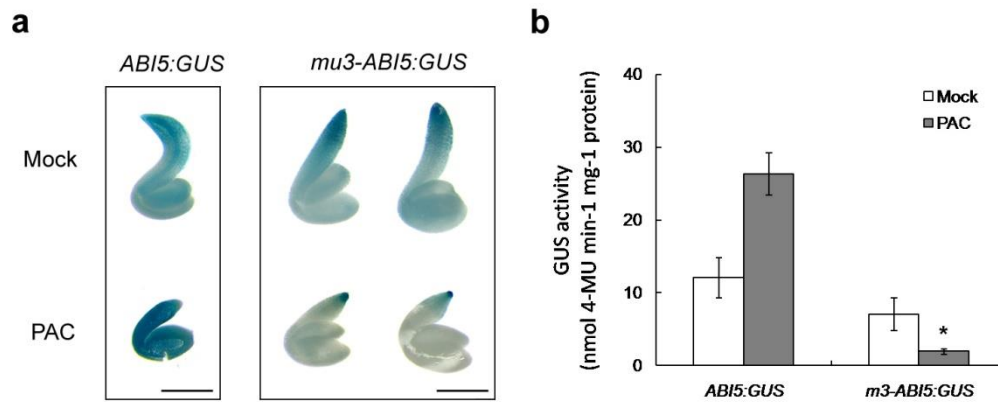

**Supplementary Figure 13. Mutation of CCAAT-3 impairs the GUS expression in *ABI5:GUS* seeds.** (a) Representative GUS staining of seeds harboring *ABI5:GUS* or its mutated version (mutated CCAAT-3) was photographed in seeds grown on 1/2 MS containing either 5  $\mu$ M PAC or mock for 48 HAS. Scale bar = 0.5 mm. (b) Quantitative analysis of GUS activity in the transgenic seeds shown in (a). Data represent mean  $\pm$  SD from at least 100 seeds of each genotype. Asterisk indicates significant changes in GUS activity between *ABI5:GUS* and *mu3-ABI5:GUS* seeds under PAC treatment (Student's *t*-test,  $P < 0.05$ ).

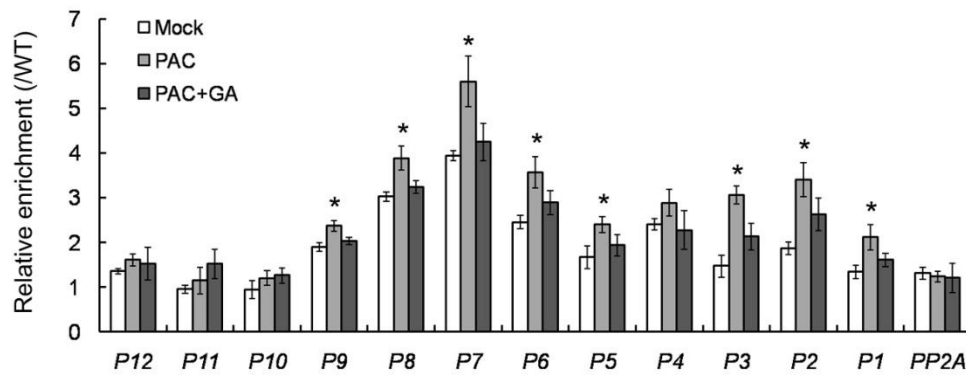

**Supplementary Figure 14. GA abolishes the binding of NF-YC9 to the *ABI5* regulatory regions under PAC treatment.** ChIP analysis of *nf-yc9 pNF-YC9:NF-YC9-3FLAG* was performed using the seeds grown on 1/2 medium containing 5  $\mu$ M PAC, 5  $\mu$ M PAC plus 1  $\mu$ M GA, or mock for 12 HAS. Data represent mean  $\pm$  SD of three replicates. Asterisks indicate significant changes in enrichment fold between seeds with PAC and PAC+GA treatment (Student's *t*-test,  $P < 0.05$ ).

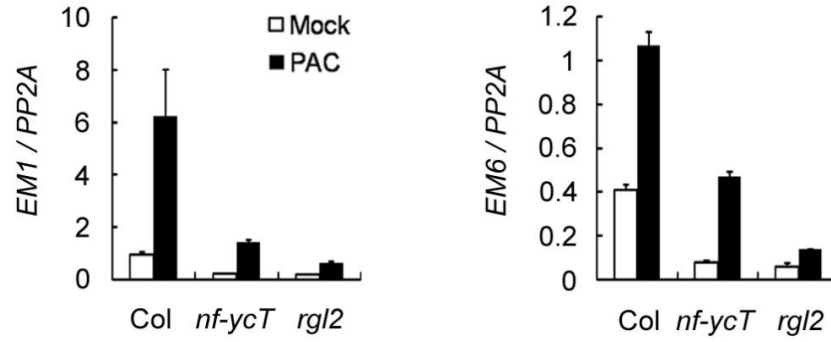

**Supplementary Figure 15. Quantitative RT-PCR analysis of the expression level of *EMI* and *EM6* genes.** The wild-type, *rgl2*, and *nf-ycT* seeds were grown on 1/2 MS medium containing either 5  $\mu$ M PAC or mock for 12 HAS. The relative gene expression was normalized to that of *PP2A* internal. Data represent mean  $\pm$  SD of three biological replicates.

**Figure 2b**

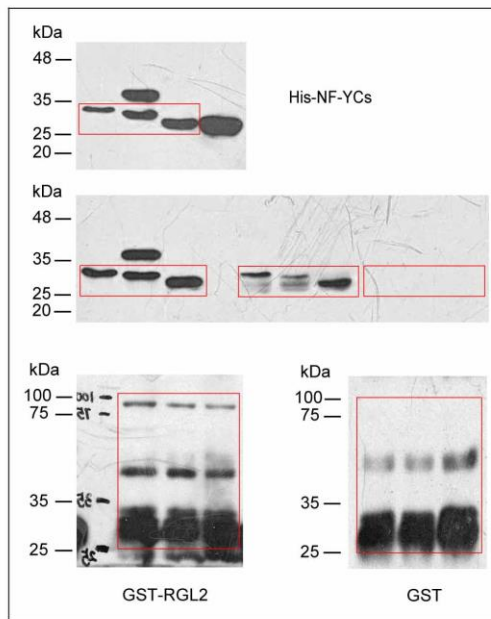

**Figure 2e**

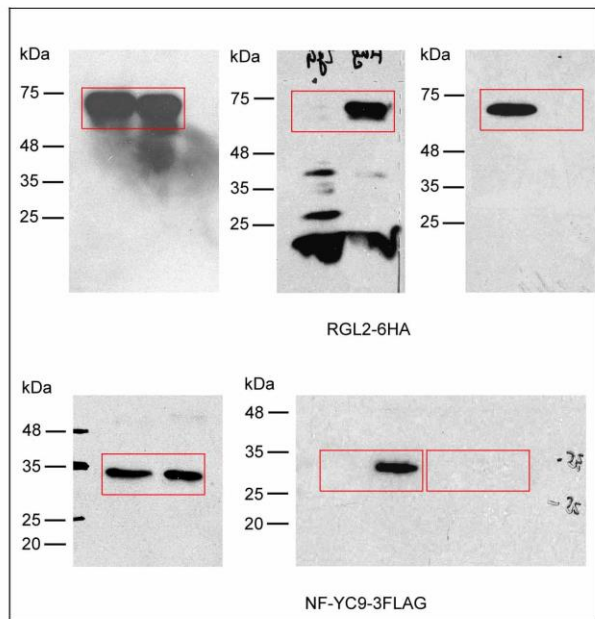

**Supplementary Figure 6**

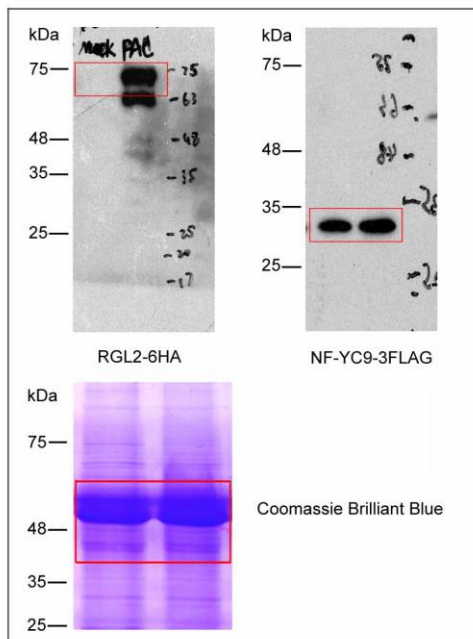

**Supplementary Figure 8c**

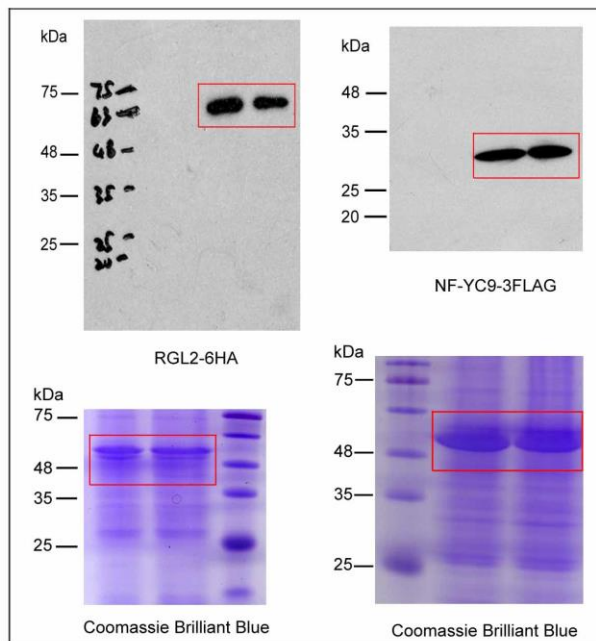

**Supplementary Figure 16. Uncropped immunoblots used in main and supplementary figures. Red boxes highlight the areas shown in these figures.**

**Supplementary Figure 8d**

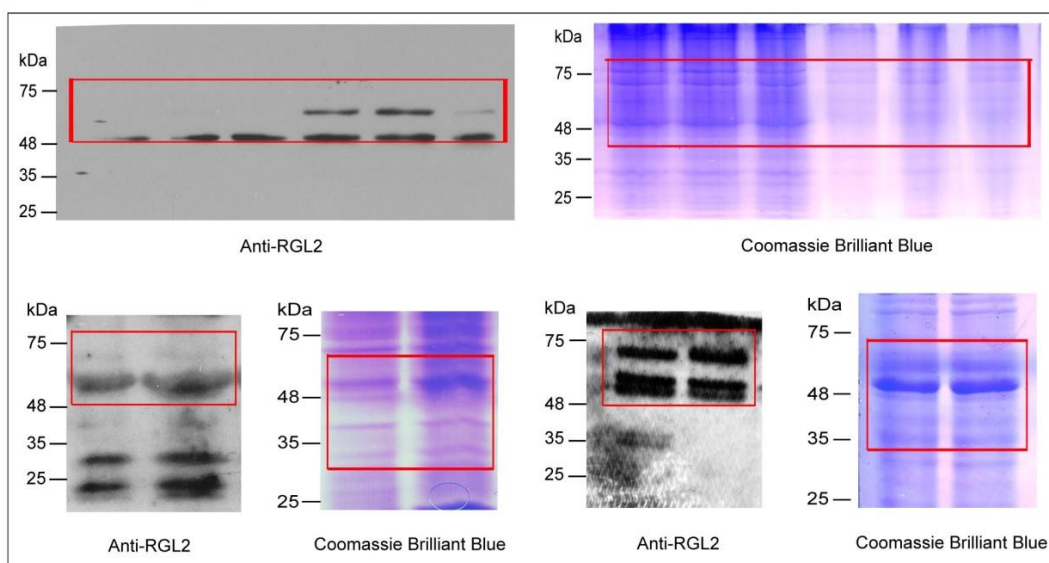

**Supplementary Figure 12a**

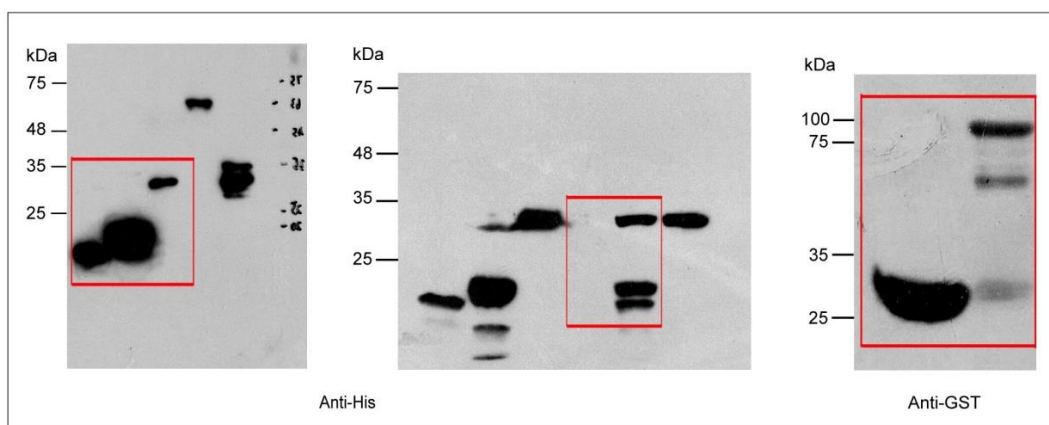

**Supplementary Figure 16. Continued.**

**Supplementary Table 1. List of primers used in this study**

**Primers for quantitative RT-PCR**

| Gene name         | Primers                                                              |
|-------------------|----------------------------------------------------------------------|
| <i>ABI5</i>       | 5'-CCAGTTGAAAGAAGAGAATGCGCAGC-3'<br>5'-AGTGGACAACCTCGGGTTCCTCATCA-3' |
| <i>TZF5</i>       | 5'-TACAACAGAGTAGTCCTCTACGAT-3'<br>5'-CAGCCACCGAGAAATCGCTTA-3'        |
| <i>MFT</i>        | 5'-CGAGCCGAACATGAGAGAAT-3'<br>5'-AAGTATCTCTTTTCCTCTTGAGGG-3'         |
| <i>EXP3</i>       | 5'-TTAGGGTCGGCTTGTGG-3'<br>5'-CCGTATCCTTGGCTGTA-3'                   |
| <i>EXP9</i>       | 5'-ACTGGCAATCCAACGCACTTCT-3'<br>5'-TCAGACGCGGAAGTTCTTGC-3'           |
| <i>XTH5</i>       | 5'-CACGTCGATGGATGTGAAGCT-3'<br>5'-CTTTCTGATCCCAACGTTT-3'             |
| <i>XTH31</i>      | 5'-TGTCACCTTTGGCTCG-3'<br>5'-ACCTCATCGTGGTCTCC-3'                    |
| <i>EM1</i>        | 5'-TCAAATGGTATGCGGTTATG-3'<br>5'-TATCACAAGTAAGACACGAAG-3'            |
| <i>EM6</i>        | 5'-TGTCTCGTTTGTTCAG-3'<br>5'-CACTATGTTGAGAATCCAC-3'                  |
| <i>NF-YC1</i>     | 5'-CAAAACCGACCAATGGATAC-3'<br>5'-GAGCTGTTGTTGTTGTTGTTG-3'            |
| <i>NF-YC3</i>     | 5'-GATCAACAAGGACAATCATCA-3'<br>5'-TGGTAAGCTGGATGGTCTG-3'             |
| <i>NF-YC4</i>     | 5'-AAGAGGAAGATGCAGCATCGG-3'<br>5'-CACATCATCACCACCAGC-3'              |
| <i>NF-YC9</i>     | 5'-AAGTATTCGAGGGGCACTG-3'<br>5'-CTAATTTTCCTGGTCAGGTTGG-3'            |
| <i>TIP41-like</i> | 5'-GTGAAACTGTTGGAGAGAAGCAA-3'<br>5'-TCAACTGGATACCCTTTCGCA-3'         |
| <i>PP2A</i>       | 5'-TATCGGATGACGATTCTTCGTGCAG-3'<br>5'-GCTTGGTCGACTATCGGAATGAGAG-3'   |

**Primers for constructs in plant transformation**

| Construct name         | Primers                                                                           |
|------------------------|-----------------------------------------------------------------------------------|
| <i>35S::RGL2-6HA</i>   | 5'-AGA ctgcag ATGAAGAGAGGATACGGAGAAAC-3'<br>5'-CGGcccgggGCGAGTTTCCACGCCGAGGT-3'   |
| <i>pRGL2::RGL2-6HA</i> | 5'-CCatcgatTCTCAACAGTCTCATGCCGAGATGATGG-3'<br>5'-AActgcagGGCGAGTTTCCACGCCGAGGT-3' |

|                     |                                                                                                                               |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------|
| <i>35S:RGA-6HA</i>  | 5'-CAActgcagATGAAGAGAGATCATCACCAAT-3'<br>5'-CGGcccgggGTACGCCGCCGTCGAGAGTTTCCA-3'                                              |
| <i>35S:GAI-6HA</i>  | 5'-CAAgatatacATGAAGAGAGATCATCATCA-3'<br>5'-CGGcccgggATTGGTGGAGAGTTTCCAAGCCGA-3'                                               |
| <i>35S:RGL1-6HA</i> | 5'-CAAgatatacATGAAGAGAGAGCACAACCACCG-3'<br>5'-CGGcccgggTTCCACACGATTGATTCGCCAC-3'                                              |
| <i>35S:RGL3-6HA</i> | 5'-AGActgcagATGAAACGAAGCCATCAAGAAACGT-3'<br>5'-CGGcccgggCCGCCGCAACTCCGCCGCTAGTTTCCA-3'                                        |
| <i>ABI5:GUS</i>     | 5'-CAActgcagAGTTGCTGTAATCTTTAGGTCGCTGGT-3'<br>5'-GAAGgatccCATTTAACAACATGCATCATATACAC-3'                                       |
| <i>mABI5:GUS</i>    | 5'-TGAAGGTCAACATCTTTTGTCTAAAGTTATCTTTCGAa <b>CAta</b> GGA-3'<br>5'-GACCTGTCTAAGTTAGCATTCCT <b>taTGt</b> TCGAAAGA-3'           |
| <i>mu3-ABI5:GUS</i> | 5'-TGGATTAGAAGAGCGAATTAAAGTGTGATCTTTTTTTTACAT <b>taTGt</b> T<br>TCATG-3'<br>5'-CGTCAATTTACAAAAACAAATCATGAa <b>CAta</b> ATG-3' |

### Primers for constructs in yeast two-hybrid assay

| Construct name      | Primers                                                                              |
|---------------------|--------------------------------------------------------------------------------------|
| <i>BD-NF-YC3</i>    | 5'-GAGcatatgAGAGAAATGGATCAACAAGGA-3'<br>5'-AAAgaatcGCCAAGCTAATTGTCAGGA-3'            |
| <i>BD-NF-YC9</i>    | 5'-AAAcatatgGATCAACAAGACCATGGACAG-3'<br>5'-GCGgaatcAGTTTCTTGCTAATTTTCCT-3'           |
| <i>BD-NF-YC4</i>    | 5'-GGcatatgGACAATAACAACAACAACAAC-3'<br>5'-TAcccgggACCTTGGCTATCGAGATTACCA-3'          |
| <i>AD-RGL2</i>      | 5'-CGCcatatgAAGAGAGGATACGGAGAAACA-3'<br>5'-TATcccgggTTTCAGGCGAGTCATCTCTAC-3'         |
| <i>AD-RGA</i>       | 5'-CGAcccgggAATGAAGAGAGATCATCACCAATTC-3'<br>5'-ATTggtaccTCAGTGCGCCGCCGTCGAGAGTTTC-3' |
| <i>AD-RGL2ΔG</i>    | 5'-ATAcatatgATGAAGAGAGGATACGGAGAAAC-3'<br>5'-CGGcccgggGCACCACGATCCGAGTCGGAT-3'       |
| <i>AD-RGL2ΔD</i>    | 5'-ATAcatatgGAATCGTCGGACGAGTCAACT-3'<br>5'-TATcccgggTTTCAGGCGAGTCATCTCTAC-3'         |
| <i>BD-NF-YC9 ΔC</i> | 5'-AAAcatatgGATCAACAAGACCATGGACAG-3'<br>5'-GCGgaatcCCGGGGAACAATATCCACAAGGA-3'        |
| <i>BD-NF-YC9 ΔN</i> | 5'-AAAcatatgCATCAGCAGCAGCAGCAGCAA-3'<br>5'-GCGgaatcAGTTTCTTGCTAATTTTCCT-3'           |
| <i>BD-NF-YC9 N</i>  | 5'-AAAcatatgGATCAACAAGACCATGGACAG-3'<br>5'-GCGgaatcGATCTGGTGGAAACGCCAGCT-3'          |
| <i>BD-NF-YC9 C</i>  | 5'-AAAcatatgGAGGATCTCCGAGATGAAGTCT-3'<br>5'-GCGgaatcAGTTTCTTGCTAATTTTCCT-3'          |

|                      |                                        |
|----------------------|----------------------------------------|
| <i>BD-NF-YC9 HFD</i> | 5'-AAAcatatgCATCAGCAGCAGCAGCAGCAA-3'   |
|                      | 5'-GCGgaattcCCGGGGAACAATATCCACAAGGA-3' |

### Primers for constructs in pull-down assay

| Construct name    | Primers                                                                         |
|-------------------|---------------------------------------------------------------------------------|
| <i>His-NF-YC3</i> | 5'-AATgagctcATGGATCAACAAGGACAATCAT-3'<br>5'-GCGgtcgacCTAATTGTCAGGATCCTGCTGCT-3' |
| <i>His-NF-YC4</i> | 5'-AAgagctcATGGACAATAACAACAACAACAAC-3'<br>5'-TAcccgggACCTTGGCTATCGAGATTACCA-3'  |
| <i>His-NF-YC9</i> | 5'-AATggatccGATCAACAAGACCATGGAC-3'<br>5'-GCGgtcgacAGTTTCTTGCTAATTTTCCT-3'       |
| <i>GST-RGL2</i>   | 5'-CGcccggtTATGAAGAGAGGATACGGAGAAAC-3'<br>5'-AAGcgccgcGGCGAGTTTCCACGCCGAGGT-3'  |

### Primers for ChIP assay

| Gene name       | Primers                                                           |
|-----------------|-------------------------------------------------------------------|
| <i>ABI5-P1</i>  | 5'-GCTGAACAGGGACAAGTAACTG-3'<br>5'-TGGATACCACCTAAACGAC-3'         |
| <i>ABI5-P2</i>  | 5'-CTTTGAGAGCATCAATTATCA-3'<br>5'-GTCCCTTATTCAACTATCA-3'          |
| <i>ABI5-P3</i>  | 5'-CGAGTGGGTAAAGATATT-3'<br>5'-GGTAATTAAGTCGGTCCACGTGA-3'         |
| <i>ABI5-P4</i>  | 5'-GGTAATTAAGTCGGTCCACGTGA-3'<br>5'-ATCATTAGCTTGGGTCATCA-3'       |
| <i>ABI5-P5</i>  | 5'-GATCTTGGATTAGAAGACT-3'<br>5'-CAGATAAGTAAGGACCAGA-3'            |
| <i>ABI5-P6</i>  | 5'-TTACCGCCTCCTACCCAT-3'<br>5'-CTGAGAGAATCCGCTTCT-3'              |
| <i>ABI5-P7</i>  | 5'-CTTTGTCTCTGATCATGGGCCT-3'<br>5'-GAAGAGAGGCGTGAAGGTCA-3'        |
| <i>ABI5-P8</i>  | 5'-AGATCACACTTTAATTCGCTCT-3'<br>5'-ACGTGTGACTTCGGCTACA-3'         |
| <i>ABI5-P9</i>  | 5'-GTCTCACTAAACGTAATTCTA-3'<br>5'-TCGTTGAGCTTCTAGCTGGTG-3'        |
| <i>ABI5-P10</i> | 5'-TAGGTCGCTGGTTCGATTC-3'<br>5'-AGTGCACGTGGACTATTCACT-3'          |
| <i>ABI5-P11</i> | 5'-CAGCTGCAGGTTACATTCTG-3'<br>5'-CACCTCGCCTCCATTGTTAT-3'          |
| <i>ABI5-P12</i> | 5'-CCAGTTGAAAGAAGAGAATGCGCAGC-3'<br>5'-TCTCCAACCTCCGCCCTTGATGA-3' |

|                 |                                                                    |
|-----------------|--------------------------------------------------------------------|
| <i>TZF5-P1</i>  | 5'-ATGGATGTATCCACTAACGCA-3'<br>5'-ATGGATGTATCCACTAACGCA-3'         |
| <i>TZF5-P2</i>  | 5'-GCGTTATTTCTTCATAACTATGCGTGT-3'<br>5'-TATTGGTTACGTGGCTCGCATGG-3' |
| <i>MFT-P1</i>   | 5'-AGAGGAAATTATCGCCAACGT-3'<br>5'-ATGGGCATCTATGTCATGGTT-3'         |
| <i>MFT-P2</i>   | 5'-ATGATCCTCCTAACCGACGGC-3'<br>5'-AACCTATAGGCCATGCATAGG-3'         |
| <i>XTH31-P1</i> | 5'-CCGTACGGTAAGTAGCT-3'<br>5'-CATTTGAAGTTGGTTCAACA-3'              |
| <i>XTH31-P2</i> | 5'-GACATGGGATCAATCCA-3'<br>5'-CCTTTTGAGTGGTTACTACA-3'              |
| <i>XTH5-P1</i>  | 5'-TCCCTAAGTTACTGCTGCCA-3'<br>5'-CATTCTCACTCTGATCACAC-3'           |
| <i>XTH5-P2</i>  | 5'-GCCATCCTCTTGAAACTTGA-3'<br>5'-TACCACCATATTTGCTTGG-3'            |
| <i>EXP3-P1</i>  | 5'-ATTGCCACCTTCGGTTTAGT-3'<br>5'-AGAAAGCGGGAAGGACTACG-3'           |
| <i>EXP3-P2</i>  | 5'-CTGCAAATGATTTGCTATACAT-3'<br>5'-ACTTCCAACCTTCATATGTAGAACT-3'    |
| <i>EXP9-P1</i>  | 5'-TCCCTAAGTTACTGCTGCCA-3'<br>5'-CATTCTCACTCTGATCACAC-3'           |
| <i>EXP9-P2</i>  | 5'-GCCATCCTCTTGAAACTTGA-3'<br>5'-TACCACCATATTTGCTTGG-3'            |
| <i>EXP8-P1</i>  | 5'-AGAAAGCGGGAAGGACTACG-3'<br>5'-TTTGTTGAGGAGGGGTTAG-3'            |
| <i>TUB8</i>     | 5'-CCGTTTCAAATTCTCTCTCTC-3'<br>5'-CAAACACTTCCCAGAACTTAGC-3'        |
| <i>PP2A</i>     | 5'-TATCGGATGACGATTCTTCGTGCAG-3'<br>5'-GCTTGGTCGACTATCGGAATGAGAG-3' |

---

#### Primers for constructs in BiFC assay

---

| Construct name                | Primers                                 |
|-------------------------------|-----------------------------------------|
| <i>YFP<sup>C</sup>-NF-YC9</i> |                                         |
| <i>YFP<sup>N</sup>-NF-YC9</i> | 5'-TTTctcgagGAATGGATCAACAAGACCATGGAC-3' |
| <i>NF-YC9-YFP<sup>C</sup></i> | 5'-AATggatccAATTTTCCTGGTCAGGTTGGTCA-3'  |
| <i>NF-YC9-YFP<sup>N</sup></i> |                                         |
| <i>YFP<sup>C</sup>-RGL2</i>   |                                         |
| <i>YFP<sup>N</sup>-RGL2</i>   | 5'-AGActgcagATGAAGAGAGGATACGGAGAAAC-3'  |
| <i>RGL2-YFP<sup>C</sup></i>   | 5'-CGGcccgggGCGAGTTTCCACGCCGAGGT-3'     |
| <i>RGL2-YFP<sup>N</sup></i>   |                                         |

---

### Primers for constructs in GUS assay

| Probe name  | Oligo sequences                                                                                                            |
|-------------|----------------------------------------------------------------------------------------------------------------------------|
| <i>Mut1</i> | 5'-AGCAATAAATAAACTAATAATTTACTCTT <u>aCAta</u> AAAG-3'<br>5'-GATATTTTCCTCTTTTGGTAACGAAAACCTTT <u>taTGt</u> AAAGAGT-3'       |
| <i>Mut2</i> | 5'-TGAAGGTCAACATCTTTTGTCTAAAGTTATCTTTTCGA <u>aCAta</u> GGA-3'<br>5'-GACCTGTCTAAGTTAGCATTCC <u>taTGt</u> TCGAAAGA-3'        |
| <i>Mut3</i> | 5'-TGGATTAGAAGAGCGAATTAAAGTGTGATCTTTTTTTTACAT <u>taTGt</u> TTCATG-3'<br>5'-CGTCAATTTACAAAAACAAATCATGAA <u>aCAta</u> ATG-3' |
| <i>Mut4</i> | 5'-CC <u>taTGt</u> GAGTGCACGTGGACTATTCACT-3'<br>5'-CACTC <u>aCAta</u> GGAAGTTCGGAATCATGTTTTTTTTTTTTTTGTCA-3'               |

### Primers for protein-DNA affinity pull-down assay

| Name                                                        | Primers                                                                                         |
|-------------------------------------------------------------|-------------------------------------------------------------------------------------------------|
| <i>ABI5-2,3</i><br>(for DNA fragment PCR)                   | 5'-GTTAGCATTCC <u>ATTGGT</u> CGAAAGATAACTT-3'<br>5'-TTTTTTTACAT <u>ATTGGT</u> TCATGATTGTGTTT-3' |
| <i>mABI5-2,3</i><br>(for DNA fragment PCR)                  | 5'-GTTAGCATTCC <u>taTGt</u> TCGAAAGATAACTT-3'<br>5'-TTTTTTTACAT <u>taTGt</u> TTCATGATTGTGTTT-3' |
| <i>ABI5-4</i><br>(for DNA fragment PCR)                     | 5'-GGCTATTAGAAACACTTGATA-3'<br>5'-AAAGTCGAGAAATTATCCTCTTCCT-3'                                  |
| <i>ABI5-2,3</i><br>(for qPCR)                               | 5'-TAATTCGCTCTTCTAATCCA-3'<br>5'-TGACTTCGGCTACACAAATGT-3'                                       |
| <i>mABI5-2,3</i><br>(for qPCR)                              | 5'-TAATTCGCTCTTCTAATCCA-3'<br>5'-TGACTTCGGCTACACAAATGT-3'                                       |
| <i>ABI5-4</i><br>(for qPCR)                                 | 5'-AGTCCTTATGCAGTGAATAGT-3'<br>5'-CAAAGTCGAGAAATTATCCTCT-3'                                     |
| <i>PP2A</i><br>(for DNA fragment PCR and qPCR)              | 5'-TATCGGATGACGATTCTTCGTGCAG-3'<br>5'-GCTTGGTCGACTATCGGAATGAGAG-3'                              |
| <i>His-Yeast NF-YA core</i><br>(for prokaryotic expression) | 5'-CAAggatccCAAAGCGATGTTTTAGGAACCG-3'<br>5'-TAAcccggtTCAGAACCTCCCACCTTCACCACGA-3'               |
| <i>His-Yeast NF-YB core</i><br>(for prokaryotic expression) | 5'-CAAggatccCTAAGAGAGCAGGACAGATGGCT-3'<br>5'-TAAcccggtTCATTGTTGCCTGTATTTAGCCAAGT-3'             |
| <i>ABI5-2,3</i><br>(for DNA fragment PCR)                   | 5'-GTTAGCATTCC <u>ATTGGT</u> CGAAAGATAACTT-3'<br>5'-TTTTTTTACAT <u>ATTGGT</u> TCATGATTGTGTTT-3' |
| <i>mABI5-2,3</i><br>(for DNA fragment PCR)                  | 5'-GTTAGCATTCC <u>taTGt</u> TCGAAAGATAACTT-3'<br>5'-TTTTTTTACAT <u>taTGt</u> TTCATGATTGTGTTT-3' |
| <i>ABI5-4</i><br>(for DNA fragment PCR)                     | 5'-GGCTATTAGAAACACTTGATA-3'<br>5'-AAAGTCGAGAAATTATCCTCTTCCT-3'                                  |
| <i>ABI5-2,3</i><br>(for qPCR)                               | 5'-TAATTCGCTCTTCTAATCCA-3'<br>5'-TGACTTCGGCTACACAAATGT-3'                                       |
| <i>mABI5-2,3</i><br>(for qPCR)                              | 5'-TAATTCGCTCTTCTAATCCA-3'<br>5'-TGACTTCGGCTACACAAATGT-3'                                       |

How the deposited data were processed for this re-analysis (not part of the article)

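Transcriptomes of germinating seeds were compared in 12 libraries of the wild type (Col) with mock or 5 µM PAC treatment and of nf-ycT and rgl2 with 5 µM PAC, each with 3 replicates at 12 h. Conditions and replicate numbers were taken from the sample labels and Supplementary Data 1, and dose and time from the paper's methods. The authors sequenced tags on an Illumina HiSeq2000 and mapped them to TAIR10. Supplementary Data 1 gives between 6925669 and 7471069 raw tags and between 6554573 and 7258185 clean tags per library, with a median of 6921683 clean tags. At these depths 3 tags correspond to between 0.413 and 0.458 TPM. This floor covers counting error only, since tags without molecular identifiers are not independent molecules.

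The deposited files are 9 gene lists, each for 1 library against 1 library of the same replicate number. In the lists of replicates 1 and 2, the authors deposited counts, that is, the number of tags per transcript model in each library, without normalization. The deposited TPM values are tags scaled by the authors to the clean tags of the library, not corrected for gene length, and a count of 0 is written as 0.01 TPM. The deposited log2 values are the log2 ratio of these TPM values. In replicates 1 and 2, the deposited p-value of each gene compares 1 library with 1 library. The deposited FDR there is that p-value after the authors' adjustment over genes. The lists of replicate 3 hold the log2 ratio and the FDR only, so the origin of that FDR could not be examined. The paper's methods name Cuffdiff, a fold change above 1.5 and an FDR-adjusted p under 0.05, and the lists do not name the test behind their p-values. The lists of replicate 1 extend to an FDR of 0.500 without a limit on fold change, while those of replicates 2 and 3 hold genes with an FDR under 0.05 and, apart from 2 genes of nf-ycT_PAC versus Col_PAC in replicate 3, a fold change of at least 1.5. The column names of replicate 2 read 24 h, and the 12 h of the labels and the methods was used. The lists hold 14606 transcript models of 14464 loci, of which 14387 were found in the TAIR10.1 reference annotation, from which positions, exons and products were taken.

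PAC-, NF-YC- and RGL2-regulated genes were those with a fold change above 1.5 and an FDR under 0.05 in each of the 3 same-numbered pairs of a comparison, in the same direction. Overlaps were taken by the identifier in the lists, and mean and SD are over the log2 ratios of the 3 pairs. Intervals of shares of genes are 95% Wilson intervals from scipy 1.17.1 and cover the sampling of genes only. Correlations were computed across genes from the mean log2 ratios. Terms were those that Supplementary Data 3 attaches to the coregulated genes, compared with two-sided Fisher's exact tests and adjusted over the 3 terms. A gene counted for seed germination when a term held the word seed, for the cell wall when a term held cell wall, and for ABA when a term named response to abscisic acid or signalling activated or mediated by it. With terms attached to 70.1% of the 117 genes, under 80%, these comparisons describe the attached terms only.

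Differential expression with replicate variation was tested with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment), on the tag counts of replicates 1 and 2, since the lists of replicate 3 hold no counts. Library sizes were the clean tags of Supplementary Data 1. The genes tested were those listed in all 3 pairs of a comparison, 2879, 1839 and 975 genes, which the authors' filter had already selected for a difference within pairs, so the numbers of genes past the threshold do not extend to all genes. The common dispersion was 0.311 for Col_PAC versus Col_Mock, 0.257 for nf-ycT_PAC versus Col_PAC and 0.150 for rgl2_PAC versus Col_PAC. Before the pairing of same-numbered libraries was examined, 0.5 TPM were added before taking logarithms. The edgeR fit was tested on simulated counts of 5863 genes, 200 of them changed. There 88.7% of 4-fold and 25.5% of 2-fold changes were recovered, and 3 unchanged genes were called. These shares describe the simulated counts only. Recovery was not determined at the common dispersions of the 3 comparisons, so the shares are no measure of power in them. They cannot show how many changes were missed in the mutant comparisons.

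The alternatives tried were a fold change above 2, an FDR under 0.001, no required common direction, criteria met in at least 2 of the 3 pairs, at least 20 tags in the higher library of every pair, identifiers reduced to the locus, each replicate left out in turn, correlations between different replicate numbers, Spearman's rho, genes with a value of 0 left out, a stricter choice of terms, the gene lists of Supplementary Data 3, a replicate block, TMM normalization over the listed genes, and DESeq2 1.42.0 with size factors from clean tags or its own. A replicate block with crossed numbers and limma 3.58.1 on the 3 deposited log2 ratios were added after seeing the data. The genes named are those in the paper's list of gene identifiers, SOM, XERICO and the α-amylase genes, the coregulated genes in other patterns, the 3 genes with the largest mean increase and the 3 with the largest mean decrease of each comparison among genes called in all 3 pairs with tags in every library that has counts, and up to 5 genes called in opposite directions in the mutants. No identifier of GAMYB is given by the lists or the reference, so it was left out. XERICO, PP2A and TUB8 were in none of the lists. The quantitative RT-PCR, ChIP and protein data of the paper were not analysed here, and the GA-regulated microarray profile was not used here. Computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.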

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

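Both tests in this part were chosen only after the result was seen. Of the 139 genes called in both mutant comparisons, 3 changed in opposite directions in every pair, which drew attention to them. AT1G67105, annotated as a non-coding RNA on chromosome 1 from 25057479 to 25058264, had a mean log2 ratio of -2.95 ± 0.49 (SD, n = 3 pairs) in nf-ycT and 1.32 ± 0.54 in rgl2, a difference of -4.27. Its tags were 277 and 158 in Col_PAC replicates 1 and 2, 25 and 29 in nf-ycT_PAC and 526 and 618 in rgl2_PAC. For AT5G45650 the difference between nf-ycT and rgl2 was -2.29 and for HAT3 it was -1.49.

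A direct edgeR test of nf-ycT_PAC against rgl2_PAC in replicates 1 and 2, over 1545 genes, gave AT1G67105 a log2 ratio of rgl2_PAC to nf-ycT_PAC of 4.38 (adjusted p = 0.00603, higher in 2 of 2 replicates), and with the replicate block its adjusted p was 0.130. AT5G45650 had 2.28 (adjusted p = 0.711) and HAT3 1.57 (adjusted p = 0.995), so the difference between the mutants did not pass this test for either gene. An exact permutation test of 3 pairs against 3 cannot give a p under 0.1.

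Low tag counts are not a likely source of these opposite directions, as the higher library of every pair with counts held at least 75 tags. A difference in scaling between the libraries could be. After each pair was centred on its median log2 ratio, the opposite directions held in every pair for 2 of the 3 genes, AT1G67105 and AT5G45650, and not for HAT3. The lists of replicates 2 and 3 hold only genes past the criteria. Their median therefore moves with the numbers of genes up and down and is no measure of scaling. For replicates 2 and 3, the pattern cannot be told apart from a difference in scaling on this ground. The lists of replicate 1 extend to an FDR of 0.500 without a limit on fold change. Their medians were 0.22 in nf-ycT and 0.19 in rgl2. In pair 1 the ratios of AT1G67105, AT5G45650 and HAT3 were -3.45, -0.75 and -0.68 in nf-ycT and 0.92, 1.39 and 0.88 in rgl2. All are larger in size than these medians, so a shift of that size does not account for the opposite directions in replicate 1. The biological explanation that the design offers is the genotype, under which the loss of NF-YCs and the loss of RGL2 may act on these genes in different ways. It remains a hypothesis, because the genes were picked for this pattern, and tags shared between similar genes or batches of sequencing were not examined, for which the lists hold no information.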

How the results depend on the processing

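The alternatives were set before the data were examined, except the crossed replicate block and limma on the 3 deposited log2 ratios, which were chosen after seeing the data. For the comparisons as a whole, 120 values under alternatives were computed, of which 57 stayed on the same side or within the set range, 60 moved outside it, 2 lost and 1 gained a p under 0.05, and 0 changed direction. Where a result changed, the cause was not tested.

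At a fold change above 2, the numbers of PAC-, NF-YC- and RGL2-regulated genes were 769, 270 and 130, the overlaps of RGL2 with PAC, NF-YC with PAC and RGL2 with NF-YC were 84, 103 and 25, and 19 genes were coregulated, 0 of them in another pattern. At an FDR under 0.001, the NF-YC- and RGL2-regulated genes were 368 and 278, the overlaps 181, 150 and 62, and the coregulated genes 57, with 0 in another pattern. Without a required common direction, there were 1343 NF-YC-regulated genes, 496 of NF-YC with PAC and 8 coregulated genes in another pattern. With the criteria in at least 2 of the 3 pairs, the sets held 4353, 2162 and 1152 genes, the overlaps 825, 1174 and 451, and the coregulated genes numbered 346, with 28 in another pattern.

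Over the 3 fits that each left out a replicate, the PAC-regulated genes ranged from 2124 to 2445, the NF-YC-regulated genes from 967 to 1604 and the RGL2-regulated genes from 633 to 989. The overlaps ranged from 407 to 563 for RGL2 with PAC, from 434 to 706 for NF-YC with PAC and from 157 to 351 for RGL2 with NF-YC. Coregulated genes ranged from 129 to 241, and those in another pattern from 2 to 7. Requiring at least 20 tags or merging identifiers by locus kept all these numbers within 1.5 times the reported ones.

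The correlations kept their sign under the alternatives run, which the choice of genes with a single direction in all pairs largely fixes in advance. Over all genes called in a pair of each comparison, with different replicate numbers, the mean r was -0.423 for NF-YC with PAC, -0.526 for RGL2 with PAC and 0.269 for NF-YC with RGL2, where pair 1 of nf-ycT and pair 2 of rgl2 had -0.279. Over the chosen genes, with different replicate numbers they were -0.808 for RGL2 with PAC, -0.741 for NF-YC with PAC and 0.755 for NF-YC with RGL2. With genes at a value of 0 left out, NF-YC with PAC had -0.945. With each replicate left out, RGL2 with PAC ranged from -0.895 to -0.882 and NF-YC with PAC from -0.893 to -0.868. Under stricter terms, co-upregulated minus co-downregulated shares were 11.4 percentage points for seed germination and -2.94 for the cell wall, both without a p under 0.05 in Fisher's exact test. With the lists of Supplementary Data 3, the difference for ABA was 13.4 points and passed it.

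The edgeR numbers moved most. For PAC, nf-ycT and rgl2 in turn, the replicate block gave 405, 0 and 136 genes, with 219 at an unadjusted p under 0.05 for nf-ycT. TMM over the listed genes gave 1 gene for rgl2. DESeq2 gave 495, 89 and 34 genes with size factors from clean tags and 508, 91 and 34 with its own. At least 20 tags gave 315 genes for PAC. Without replicate 3, over all genes in both lists with counts, there were 159, 23 and 42. Leaving out replicate 1 or 2 leaves 1 library against 1 and gives no test. The pseudocount of 0.1 for limma was planned for files without counts and was not run. The crossed block, added later, gave 0, 0 and 9 genes (614, 222 and 91 at an unadjusted p under 0.05), and limma on the deposited ratios 312, 4 and 722.

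Of 705 values for 79 combinations of a named gene and a comparison, 600 were unchanged, 72 gained and 9 lost an adjusted p under 0.05, 20 moved by more than the spread between pairs, and 4 changed direction. DELTA-VPE with PAC had -0.10 as the mean of the deposited ratios. With a replicate left out, EM1 in nf-ycT ranged from -0.70 to 0.51 and TIP41-like with PAC from -0.44 to 1.00, and TIP41-like had 0.27 with the replicate block. Depth limits NF-YC4 and NF-YC9, with at most 4 tags in a library where the lists give counts. For genes missing from the lists, depth was not tested, since the lists give no value for them.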

Differences from the paper's values

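In Supplementary Fig. 9a, the paper's correlation, read by eye, is about 0.81 for RGL2 with PAC, about 0.81 for NF-YC with PAC and about 0.77 for NF-YC with RGL2. The figure prints no sign, although its first panels show falling lines. From the deposited lists, r was -0.920, -0.903 and 0.916. With different replicate numbers, an alternative set before the data were examined, NF-YC with RGL2 had 0.755, within the replicate SD of the paper's value, and none of the other alternatives came within it. For RGL2 with PAC the same alternative gave -0.808, which in size reaches the paper's unsigned value, and for NF-YC with PAC it gave -0.741. Taken as signed values, none of the alternatives set before the data were examined brought these correlations to the printed ones, and in size none of the others came within the replicate SD of the paper's value. The square of r was a measure chosen after seeing the values. It was 0.847 for RGL2 with PAC, 0.815 for NF-YC with PAC and 0.839 for NF-YC with RGL2. The replicate SD used here is the SD of r over the 3 pairs (0.037 for RGL2 with PAC), not that of its square. The squares therefore cannot be placed inside or outside it, and the paper's values were read by eye. The paper's panels also cover 444, 374 and 174 genes, against 370, 326 and 139 here.

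The paper's mean log2 ratio of DELTA-VPE with PAC in Supplementary Data 2 is 1.56, and the mean from the deposited lists was -0.10. The paper's value for replicate 3 is 2.48, and the deposited value is -2.48. No alternative applies to the deposited values themselves, and edgeR on replicates 1 and 2 gave 1.06.

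The paper's counts of regulated, overlapping and coregulated genes were within 1.5 times those computed here. Some settings come near or reach them. Without a required common direction, 142 genes were coregulated, the paper's number, but 127 of these are in Supplementary Data 3 and 15 are not, while 15 genes of that list are missing. Without replicate 3, there were 633 RGL2-regulated genes against the paper's 632, and 967 NF-YC-regulated genes against the paper's 906, but 2445 PAC-regulated genes against the paper's 1326. With the lists of Supplementary Data 3, cell wall terms were attached to 28.1% of co-downregulated genes, the paper's value.

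In the readable part of Supplementary Data 2, 934 PAC-regulated genes were compared with the deposited lists, and 902 of them met the criteria there. For 29 genes, the sign of the replicate 3 ratio in Supplementary Data 2 is opposite to that in the deposited list, and for 3 genes its size also differs by more than 0.001. In replicates 1 and 2 no sign or size differed, and 3 genes were not listed in replicate 2. All 29 genes are in the paper's list of RGL2 and PAC regulated genes, which holds 301 of the other 905 genes (33.3%).

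In Supplementary Data 3, the list of RGL2 and PAC regulated genes holds 444 genes, of which 370 met the criteria in the deposited lists and 74 did not. In the RGL2 comparison, 36 were below the criteria in replicate 1, 7 had replicate 3 in the other direction and 1 was not listed in a pair. In the PAC comparison, 30 had replicate 3 in the other direction and 1 was not listed. The list of NF-YC and PAC regulated genes holds 374, of which 324 met the criteria and 50 did not. The list of NF-YC and RGL2 regulated genes holds 170 genes, where the paper's text gives 174, and 137 of them met the criteria. Of the 142 coregulated genes listed, 119 met the criteria in all comparisons and 23 did not. In the NF-YC comparison, 9 of the 142 were below the criteria in replicate 1, 6 had replicate 3 in the other direction and 3 were not listed in a pair.

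The paper places SOM, TZF5, EM1 and EM6 among the co-upregulated genes in Supplementary Data 3. In the deposited lists SOM in nf-ycT was -1.20 and 0.92 in pairs 1 and 3, TZF5 in rgl2 was -0.61, -1.12 and 0.85, EM1 in nf-ycT was 0.51, -0.70 and -1.70, and EM6 in nf-ycT was -1.39 and 1.39 in pairs 1 and 3. Supplementary Data 3 places EXP3 among the co-downregulated genes, and its deposited ratios in nf-ycT were -0.70 in pair 1 and 0.76 in pair 3.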

Other observations

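The tests on the shared library for pairs of comparisons, on depth and on linked background were written down before their results were seen, and all other tests in this part, with the repeat of the depth test on called genes, were chosen only after the result was seen. Genes called in Col_PAC versus Col_Mock and in a mutant comparison mostly changed in opposite directions. A candidate explanation besides regulation is the Col_PAC library that same-numbered comparisons share. With different replicate numbers, the mean share in opposite directions was 65.4% for NF-YC with PAC and 78.8% for RGL2 with PAC, against 75.8% and 85.9% with the same numbers. The share in the same direction in both mutants was 63.1% against 84.0%, and the share of co-upregulated or co-downregulated genes among those called in all 3 comparisons was 57.4% against 76.4%. The mean shares of the first 3 patterns fell without reaching an even split, and the ranges over 6 combinations were wide, from 17.7 to 88.1% for the 2 mutants and from 26.1 to 85.6% for all 3 comparisons. A part of each pattern may therefore come from the shared library, and the size of that part cannot be told apart from the rest. For RGL2 with PAC, all 6 combinations without a shared library had a majority in opposite directions (58.9 to 90.6%), so the shared library does not account for the whole of that pattern. The biological explanation that the design gives is that the mutations counteract the PAC treatment, and it is not excluded.

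The number of genes listed differed between the pairs of a comparison, from 5312 to 11121 for Col_PAC versus Col_Mock. The order of the listed genes followed the order of clean tags in 0 of the 3 comparisons, but the lists were filtered differently, which largely sets that order, so the pattern cannot be told apart from library depth by this test. With the criteria applied to all lists, the order of the called genes also followed that of clean tags in 0 comparisons. Replicate 1 listed the most genes in every comparison, and once the criteria were applied to all lists it had the most in 1 comparison, which is consistent with the authors' filtering of the lists as the source. No biological explanation was tested for either pattern.

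Pairs 1 and 2 of nf-ycT_PAC versus Col_PAC called 2589 genes in common, of which 37.4% changed in the same direction. With at least 100 tags in the higher library of both pairs (1515 genes), the share was 32.3%, so low counts are an unlikely source. After centring each pair on its median the share was 38.5%, but the median of a filtered list is no measure of scaling. A difference in scaling adds a constant to all log2 ratios of a pair. It leaves their rank correlation over a given set of genes unchanged. Over the 2589 genes, Spearman's rho of pairs 1 and 2 was -0.026 (Pearson's r 0.178), against 0.722 (0.657) for rgl2 pairs 1 and 2. In both nf-ycT pairs, more genes were called up than down (3035 and 2807 in pair 1, 2789 and 2387 in pair 2). These values argue against a difference in scaling as the source of the whole pattern. If the libraries of pair 1 had been exchanged, pair 1 turned round would resemble pair 3, and 44.9% of genes then had the same direction, against 55.1% as deposited. Pairs 2 and 3 shared the direction in 79.1% of genes, so pair 2, with 24 h in its column names, was not the one that stood apart. The rgl2 pairs 1 and 2, which use the same Col_PAC libraries, shared the direction in 89.4% of the 708 genes called in both. Of the 2589 nf-ycT genes, 1067 (41.2%) were listed in both rgl2 pairs, and 80.6% of these had the same direction there. Since most of the 2589 genes are not covered, and both nf-ycT_PAC libraries followed pair 3 less often over Col_PAC replicate 1, the pattern cannot be told apart from an unusual Col_PAC library in replicate 1. For exchanged replicate numbers, the crossed pairs followed pair 3 in a mean of 71.3% of 1837 genes, against 71.1% as numbered, but crossing leaves the sum of the log ratios unchanged, so that this mean is nearly fixed in advance. Over the genes listed in both lists with counts, pairs 1 and 2 shared the direction in 41.0% of genes as numbered and in 52.3% when crossed, and over the genes listed in all 3 pairs in 61.4% and 66.4%. The pattern cannot be told apart from exchanged replicate numbers. The nf-ycT_PAC library of replicate 1 followed pair 3 in 62.0% of genes over Col_PAC replicate 1 and in 68.5% over Col_PAC replicate 2, and that of replicate 2 in 74.1% and 80.3%. No biological explanation was tested, since all pairs had the same genotypes and treatment.

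Genes near a mutated gene might differ through the genetic background carried along with the mutation. Within 1 Mb of NF-YC3, NF-YC4 or NF-YC9 lay 37 of 773 NF-YC-regulated genes (4.79%), against 6.47% of the other genes in the lists (Fisher's exact test, two-sided, p = 0.0689). For RGL2 these were 10 of 560 genes (1.79%) and 2.23% (Fisher's exact test, p = 0.560). The share of regulated genes near the mutations was thus not higher, and linked background is an unlikely source of most calls.

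In the limma test of the 3 deposited log2 ratios, added after seeing the data, turning round the sign of a single pair gives 4 arrangements with the deposited one included. For PAC, 1 of the 4 arrangements gave as many genes as the 312 found, the deposited one, and the others gave 0. For rgl2, 1 of 4 gave as many as the 722 found, and the others gave 1 to 6. For nf-ycT, 2 of 4 gave as many as the 4 found, since 9 genes passed with pair 3 turned round. With 4 arrangements no share under 0.05 is possible, so none of the 3 counts can be told apart from an arbitrary arrangement of signs on this ground alone. The genes tested had all been selected by the authors' filter within each pair. No other biological explanation than the treatment or genotype was tested.

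The deposited p-values of replicates 1 and 2 were recomputed from the tag counts with the Audic-Claverie test for 1 library against 1. Of 47305 values, 42245 (89.3%) were within 10-fold of the deposited ones, and all 5060 others belonged to genes higher in the second library. A deposited p of exactly 0 occurred 1988 times, 1788 of them for genes higher in the second library. Of the genes called in Col_PAC versus Col_Mock of replicate 2, 33 had a recomputed p over 0.05, with the largest at 0.0513.

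TIP41-like, the paper's negative control in the quantitative RT-PCR of Fig. 4d, had log2 ratios of -0.44, 1.00 and -0.60 with PAC. In nf-ycT it had 0.38 and -0.84 in replicates 1 and 2. With PAC it met the criteria in opposite directions in pair 2 (FDR 0.000606) and pair 3 (FDR 0.00656). RGA had 1.36 in pair 1 and -1.43 in pair 3 of nf-ycT_PAC versus Col_PAC, and GAI had -0.98 and -1.15 with PAC in replicates 1 and 3.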
